# Transcriptome Analysis Reveals Signature of Adaptation to Landscape Fragmentation

**DOI:** 10.1371/journal.pone.0101467

**Published:** 2014-07-02

**Authors:** Panu Somervuo, Jouni Kvist, Suvi Ikonen, Petri Auvinen, Lars Paulin, Patrik Koskinen, Liisa Holm, Minna Taipale, Anne Duplouy, Annukka Ruokolainen, Suvi Saarnio, Jukka Sirén, Jukka Kohonen, Jukka Corander, Mikko J. Frilander, Virpi Ahola, Ilkka Hanski

## Abstract

We characterize allelic and gene expression variation between populations of the Glanville fritillary butterfly (*Melitaea cinxia*) from two fragmented and two continuous landscapes in northern Europe. The populations exhibit significant differences in their life history traits, e.g. butterflies from fragmented landscapes have higher flight metabolic rate and dispersal rate in the field, and higher larval growth rate, than butterflies from continuous landscapes. In fragmented landscapes, local populations are small and have a high risk of local extinction, and hence the long-term persistence at the landscape level is based on frequent re-colonization of vacant habitat patches, which is predicted to select for increased dispersal rate. Using RNA-seq data and a common garden experiment, we found that a large number of genes (1,841) were differentially expressed between the landscape types. Hexamerin genes, the expression of which has previously been shown to have high heritability and which correlate strongly with larval development time in the Glanville fritillary, had higher expression in fragmented than continuous landscapes. Genes that were more highly expressed in butterflies from newly-established than old local populations within a fragmented landscape were also more highly expressed, at the landscape level, in fragmented than continuous landscapes. This result suggests that recurrent extinctions and re-colonizations in fragmented landscapes select a for specific expression profile. Genes that were significantly up-regulated following an experimental flight treatment had higher basal expression in fragmented landscapes, indicating that these butterflies are genetically primed for frequent flight. Active flight causes oxidative stress, but butterflies from fragmented landscapes were more tolerant of hypoxia. We conclude that differences in gene expression between the landscape types reflect genomic adaptations to landscape fragmentation.

## Introduction

Human land use has converted more than half of the area of many ecosystems and biomes on earth [1], and much of the remaining habitat has become severely fragmented [2], [3] to the detriment of innumerable species and populations [4],[5]. The long-term persistence of fragmented populations, called metapopulations [6], hinges on the processes of dispersal, colonization, founder events and gene flow in addition to demographic and evolutionary dynamics (local adaptation) [6],[7]. Apart from the direct demographic consequences of habitat loss and fragmentation, the type and the strength of natural selection might change, favoring different kinds of life histories in fragmented than in continuous landscapes [8]. Populations may adapt to fragmented habitats and thereby compensate, to some extent at least, for the adverse demographic consequences of habitat loss and fragmentation [9],[10]. For instance, species living in newly-fragmented landscapes may evolve a lower [11] or a higher rate of dispersal [12], depending on the opportunity to establish new populations, temporal variation in population sizes, the cost of dispersal, and other factors [13]. However, the genetic basis of such adaptations is poorly understood and so far no genome-wide studies have been reported in this context.

The Glanville fritillary butterfly (*Melitaea cinxia*) metapopulation in the Åland Islands in Finland, inhabiting a network 4,000 small meadows, is a model system for the study of the ecological, genetic and evolutionary consequences of habitat fragmentation [6],[12]. For instance, previous studies have produced conclusive evidence for the presence of an extinction threshold in the demographic dynamics [14], while inbreeding depression in small local populations increases their risk of extinction [15]. Strong reciprocal effects have been detected between the extinction-colonization dynamics and allele frequency dynamics in a non-synonymous SNP (Single Nucleotide Polymorphism) in the coding region of the gene phosphoglucose isomerase (*Pgi*) [12],[16]. These studies highlight, from different perspectives, the key roles that local extinction and re-colonization play in metapopulations in highly fragmented landscapes. At the level of individuals' life histories, female butterflies from newly-established local populations are more dispersive than butterflies from old local populations [17], suggesting that local extinctions and re-colonizations select for an increased rate of dispersal in highly fragmented landscapes. Indeed, butterflies from more fragmented landscapes have higher flight metabolic rate (Fig. 1b-c) and, in support of model predictions [10],[18], are more dispersive in the field than butterflies from less fragmented landscapes [12],[13]. There are also other life history differences between populations inhabiting fragmented *versus* continuous habitats [19], for instance in the rate of larval development (Fig. 1d-e).

**Figure 1:**
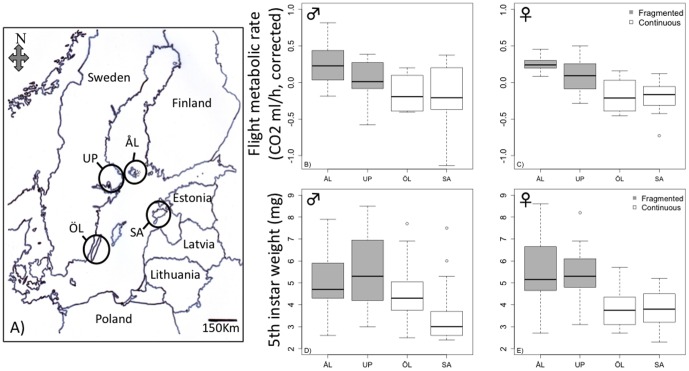
The four study populations in northern Europe and results on key life-history traits. (a) Map of the northern Baltic region with the locations of the four regional study populations: the Åland Islands (ÅL) in Finland, the Uppland coastal region (UP) in Sweden, the Saaremaa island (SA) in Estonia, and the Öland island (ÖL) in Sweden. (b) to (e), Peak flight metabolic rate (CO_2_ production, ml/h, corrected for variation in body weight) during active flight in males (b) and females (c), and the weight of the 5^th^ larval instar following winter diapause (mg) in males (d) and females (e). In panels (b) to (e), populations from fragmented landscapes are shown with gray shading, populations from continuous landscapes with open box. In ANOVA of pooled data for the two sexes, the effects of sex, population nested within the landscape, and family nested within population were not significant for either flight metabolic rate nor larval weight, but the effect of the landscape type was highly significant: *P* = 3.9e-05 for flight metabolic rate and *P* = 8.6e-12 for larval weight. For more detailed analyses of these and other life-history traits see [19].

Here, we use individually tagged whole-transcriptome shotgun sequencing (RNA-seq) data from Glanville fritillary populations originating from four separate landscapes, two of which are highly fragmented and two of which are continuous landscapes. We characterize genetic differentiation among these populations in terms of allelic (SNP) and gene expression variation under common garden conditions. Our aim is to identify genetic variation that characterizes butterflies inhabiting fragmented *versus* continuous landscapes, which variation may underpin the life history differences that have been described for the respective populations. To supplement the results on the contrast between the landscape types, we bring into the analysis two types of additional information. First, in the well-studied Åland metapopulation in Finland [6],[12], which represents a fragmented landscape, we distinguish between butterflies originating from newly-established (the generation following colonization) *versus* old local populations, and correlate expression differences between these population types with the contrast between the landscape types. This is relevant, because high rate of population turnover, extinctions and re-colonizations, characterizes metapopulations in fragmented but not in continuous landscapes. Second, given the great significance of flight capacity for the dynamics of butterflies in fragmented landscapes, we compare the change in gene expression following an experimental flight treatment with the contrast in base-line gene expression between the fragmented and continuous landscapes. Our results, including expression patterns in the different data sets and the functional annotation of the respective genes, support the hypothesis of genomic adaptations to landscape fragmentation.

## Materials and Methods

### Sampling and rearing of butterflies

The material was collected in autumn 2009 as diapausing larvae from four regional populations (Fig. 1a). The Åland Islands in Finland and the coastal area in Uppland, Sweden, represent fragmented landscapes, where individual habitat fragments (dry meadows) are typically <<1 ha in area (median 0.17 ha for 4,000 meadows in Åland [20]). In contrast, on the large islands of Öland in Sweden and Saaremaa in Estonia (Fig. 1a), the suitable habitat occurs mostly in large continuous areas, called calcareous ‘alvar’ grasslands, often exceeding 100 ha in area [21]. Glanville fritillary is not protected in any of these regions and no permits were needed for sampling of larvae. In each regional population, four larvae were collected from 50 different families located across >100 km^2^, though only one larva per family was used for sequencing. The larvae overwintered at +5°C and 85% RH. In spring 2010, larvae were reared singly under common garden conditions (12∶12 L/D; 28/15°C) with fresh leaves of the host plant *Plantago lanceolata*. Adults were held in the same conditions for three days. Samples were taken at 11 am by cutting half of the abdomen for a DNA sample and placing the rest immediately into liquid nitrogen for an RNA sample (Table S1). Samples were stored in −80°C.

### Reference genome and genomic methods

The genome of the Glanville fritillary consists of 8,262 scaffolds, of which 72% have been located in 1,453 superscaffolds (Ahola et al. in prep.). Altogether 16,667 gene models (v1.0) were predicted using a combination of *ab initio* and evidence-based methods in MAKER [22]. While building the gene models, we used protein sequence information from other species and full-length transcriptome sequencing of the Glanville fritillary as evidence. Functional annotation was obtained for 12,410 gene models using the PANNZER annotation tool [23], which gave a GO category for 9,471 genes. A KEGG category was obtained for 3,685 genes using the KAAS annotation server. Based on a linkage map [24], 94% of all predicted genes are located in scaffolds with existing chromosome information.

### RNA-seq library preparation, sequencing, filtering and mapping

Total RNA was extracted from frozen butterfly thorax with Trizol (Life Technologies Corporation, CA, USA) followed by chloroform, phenol-chloroform-isoamylalcohol and second chloroform purification. RNA was precipitated with isopropanol and washed with ethanol. RNA quality was verified with NanoDrop measurement (Thermo Fisher Scientific Inc., MA, USA) and Bioanalyzer run (Agilent Technologies, CA, USA). An in-house library construction protocol was designed to enable large-scale sample processing with relatively low cost. PolyA-anchoring based libraries were designed to simplify the wet-lab protocol and to reduce complexity of read-count data, and wide fragment size distribution was utilized to increase the number of coding exon variants covered. 5µg of the total RNA was used in cDNA synthesis (RevertAid transcriptase, Thermo Scientific) with biotin linked PolyT primers (5′-Biotin-TTT TTT TTT TTT TTT TTT Tspacer-C-3T TdUT TVN-3′). Biotin linked cDNA was RNaseH treated and filter purified (Amicon Ultra 30K, Millipore). Purified cDNA product was attached to streptavidin beads (DynaBeads M-270 Streptavidin, Invitrogen, Life Technologies) and washed and pre-annealed 5′adapters were ligated (5′-ACA CTC TTT CCC TAC ACG ACG CTC TTC CGA TCT NNN NNN-3′, 5′-Phosphate-AGA TCG GAA GAG CGT CGT GT-3′). After second-strand synthesis with Klenow fragment (Thermo Fisher Scientific Inc.) DNA product was released from streptavidin complex (USER enzyme, New England Biolabs) followed by pre-annealed PolyA adapter ligation (5′-GTG ACT GGA GTT CAG ACG TGT GCT CTT CCG ATC TTT-3′, 5′-Phosphate-GAT CGG AAG AGC ACA CGT CT-3′). Released end product was then bead purified (Agencourt Ampure XP, Beckman Coulter Inc., CA, USA) before PCR amplification with indexed primers (5′CAA GCA GAA GAC GGC ATA CGA GAT XXX XXX GTG ACT GGA GTT CAG ACG TGT GC-3′, 5′-AAT GAT ACG GCG ACC ACC GAG ATC TAC ACT CTT TCC CTA CAC GAC GCT-3′). After 20 to 25 PCR cycles the amplified library was run on agarose gel and separated by size into two fractions, 300–500 bp and 500–800 bp, to control a possible transcript length associated bias. Semi-automated size separation was performed with carboxy beads (Nordiag AB, Sweden) and Magnatrix1200 Biomagnetic Workstation (Nordiag) as previously described [25]. After size separation concentrations were individually measured with Qubit fluorometer (Life technologies) and 12–24 samples were pooled with equimolar amounts to separate 300–500 bp and 500–800 bp pools, and the library quality was verified with a Bioanalyzer run and Qubit measurements.

RNA-seq libraries were sequenced in Karolinska High Throughput Center (Sweden) and in the DNA sequencing and Genomics laboratory, the Institute of Biotechnology (Finland) according to the manufacturer's instructions in insert size-specific lanes with Illumina HiSeq2000 and HiScanSQ (Illumina Inc.,CA, USA), with only the 5′ end of each fragment being sequenced with 75 or 100 bp read length. Read trimming was done by finding the longest subsequence with Phred-score >20 for all bases, after which poly-A was trimmed (in-house C program). The threshold for minimum read length was 50 bp. Read mapping was done using TopHat2 [26] against genomic scaffolds. Statistics on sequence reads are given in Table S2 and in Fig. S1. Due to differences in sample size per population (Table S1) and the number of sequence reads per individual (Fig. S1), we created a balanced dataset by including 15 individuals per population with the largest number of sequence reads (minimally 3M mapped reads per individual). The entire material consisted of 174 individuals from the four populations, including some individuals with <2M reads per individual.

### SNP detection

SNPs were detected from RNA-seq read alignments using in-house software. Because we used unnormalized RNA-seq libraries, there are several low-coverage regions in the transcriptome. SNPs were called from uniquely mapped reads in which the base call quality was above 20 (Phred score). Candidate SNPs were first selected from the balanced set of 4×15 individuals (15 individuals from 4 populations), requiring that the SNP was biallelic in the pooled data of 174 individuals. The set of 243,019 SNPs thus obtained was further restricted to 103,606 SNPs, requiring that there were at least ten individuals per population and that the global minor allele count was at least nine (5% of the 174 individuals). We experimented with different minimum coverage thresholds between 1 and 10 and ascertained that allele frequency differences between the populations were robust, in other words remained the same for the different thresholds. Differences between the populations were similar using both individual-based and population-based approaches. Similarity of individuals was investigated by hierarchical clustering and Sammon mapping [27].

### Allele frequency analyses

The statistical significance of allele count differences was calculated using Fisher's exact test. Due to multiple loci, *P*-values were converted into False Discovery Rate (FDR) values. Each population pair was compared against each other to find out which results are specific to a pair of populations and which results are due to a single population. Differences in the numbers of population-pair specific SNPs are highly significant (Fig. 2; 4.8e–275 after Bonferroni correction). In addition to Fisher's exact test, we performed permutation tests to find significant differences between the populations from fragmented *versus* continuous landscapes. This test resulted in 12,227 SNPs with FDR<0.05 out of the 103,606 candidates. Applying Bonferroni correction instead of FDR, there were 5,396 SNPs with adjusted *P*-value<0.05. In contrast to these numbers, Fisher's exact test is more conservative, and it resulted in 4,389 SNPs with FDR<0.05. 4,012 (91%) of the latter SNPs had FDR<0.05 in the permutation test.

**Figure 2:**
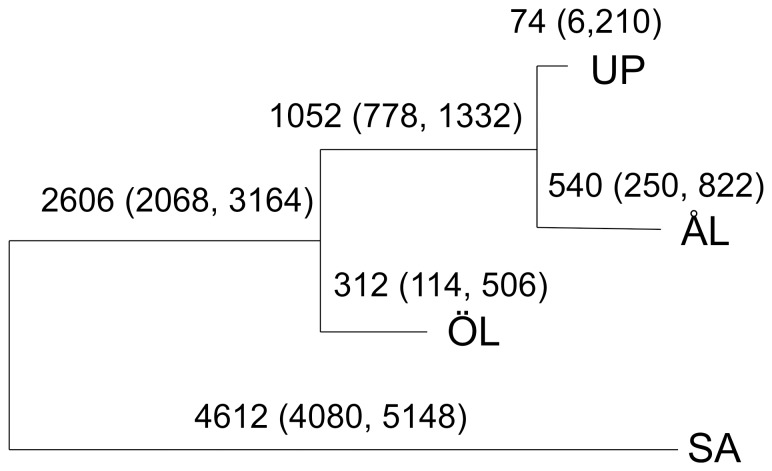
Genealogy of the four study populations. Branch lengths (also given as numbers: expectation and 95% posterior probability interval) represent divergence times in years. The branch lengths are measured on the scale *t/2N_e_*, where *t* is the number of generations (here one per year) and *N_e_* is the effective population size. *N_e_* = 10^4^ was assumed for all populations (Materials and Methods).

### Within-population genetic diversity

We examined the numbers of polymorphic SNPs in the four regional populations. Since sample size varied between the populations, we sampled 10 individuals from each population (without replacement) 100 times. In each sample of 4×10 individuals, populations were ranked based on their diversity. UP was ranked first 92 times, ÖL the second 80 times, ÅL the third 55 times, and SA the fourth 63 times. We repeated the calculation for different allele detection thresholds from one to three read counts, which resulted in the same ranking of the populations. Secondly, we calculated the number of different SNP genotypes divided by the number of shared SNPs between each pair of individuals. The order of the populations was the same as with the first method, variability being highest in UP. A SNP was scored heterozygous if at least three reads were detected for both alleles, and homozygous if only one allele was detected with read count greater or equal to 10. In other cases the SNP was excluded.

The genome-wide allelic variation shows that the four regional populations are closely related to each other, and the COI sequence (A. Duplouy, unpublished data) shows that they belong to the eastern (Asian) clade as defined by [28].

### Population genealogy

The well-studied metapopulation in ÅL has had a census population size between 2×10^3^ and 2×10^4^ in terms of larval family groups in the past 20 years [12], which roughly corresponds to a *N_e_* of 10^3^ to 10^4^ in terms of adult butterflies (larvae live gregariously in sibling groups of 100 larvae). Given that the amount of habitat has somewhat declined over the past 100 years, a reasonable single figure for *N_e_* is 10^4^. There are no census data for the other study areas in Fig. 1a, but they all have comparable or somewhat greater total areas of suitable habitat than ÅL, and we assume that *N_e_* is of the order of 10^4^ also for these regional populations.

The Bayesian drift model BANANAS [29] was fitted to several random subsets of SNPs (of the size 500, 500 and 1000 SNPs, respectively) to ensure that congruent estimates of population genealogies were obtained. For each subset, estimation was repeated four times to assess convergence of the adaptive Monte Carlo algorithm, using the parameters *N_0_* = 10000, *T* = 10, *N_t_* = 1000; *N_0_* = 5000, *T* = 10, *N_t_* = 500; *N_0_* = 6000, *T* = 10, *N_t_* = 600 [29]. Since the number of observed populations is small, all possible tree topologies were considered enumeratively and the same maximum *a posteriori* genealogy had approximately the probability 1.000 for each SNP set. There was some variation in the estimated branch lengths across the different SNP sets, but this did not change the interpretation of the results (data not shown). The software package BAPS v5.4 [30],[31] was used to estimate the population genetic structure underlying the data. Based on data for 103,606 SNPs (above) we used 10 estimation runs for the individual clustering model with the prior upper bound for the number of populations in the range [2],[15]. The posterior approximation was highly concentrated on *k* = 2 clusters. The cluster that contained more than one population was re-analyzed separately using a similar approach, which again resulted in *k* = 2 clusters, based on the 100,808 SNPs that remained variable. Such a hierarchical Bayesian clustering approach has been shown to considerably enhance the detection of more subtle boundaries in gene flow in data where some subpopulations are markedly distinct from the others [32],[33].

### Bayesian clustering of populations

Similarity of the populations in terms of their gene expression profiles was assessed by computing the marginal likelihoods of all possible population combinations, i.e. partitions obtained by combining one or more of the populations together. There are 15 different such partitions (including the one where no populations are combined, but each one forms its own cluster). The data was preprocessed with TMM (trimmed mean of M values), then log-transformed and finally each gene was normalized to zero mean and unit variance over the whole population. For each cluster and each gene, the marginal likelihood was computed for a Gaussian model N(*m*, 1/*p*), whose precision parameter (*p*) is distributed as Exp(1), and whose mean parameter (*m*) is distributed as N(0, 1/*p*). Among the 15 partitions, the one where all four populations are separate had the greatest marginal log-likelihood (−3.9715 * 10^−6^). Almost as large a log-likelihood (−3.9748 * 10^−6^) was obtained by combining ÖL and UP together. Other partitions were clearly inferior, and the lowest log-likelihood (−4.1077 * 10^−6^) was obtained when all populations were combined into one.

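Raw counts of all 174 individuals were normalized by edgeR's TMM method. They were log2-transformed with a pseudocount of 1, and each gene was scaled to zero mean and unit variance. The marginal log-likelihood of each of the 15 partitions was computed from these values. The 16462 gene models with a read in at least 1 individual were used. The log-likelihood was -3929624 with the 4 populations separate and -3941078 with UP and ÖL combined, a gap of 11454. Combining ÅL and UP gave -3952087, and combining all 4 populations gave the lowest value, -4136819. With the balanced set in place of all individuals, the gap between the first 2 partitions was 824. Its sign changed when the model was fitted to the 8127 gene models that pass edgeR's filter on low counts: the partition with UP and ÖL combined then exceeded that with 4 separate populations by 3403.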

### Gene expression analyses and statistical tests

Populations were compared based on their gene expression profiles. Read counts were normalized according to the TMM method [34]. The average level of expression was close to zero for half of the 16,667 gene models in all populations, while the expression of a few genes was very high (Fig. S2). 

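In the 15 individuals with the largest total count per population, the share of gene models with a mean normalized count under 1 was 43.8% in ÅL, 44.9% in UP, 45.0% in SA and 44.3% in ÖL. The median gene model had a mean normalized count of 1.57 in ÅL, 1.48 in UP, 1.48 in SA and 1.54 in ÖL. The 10 gene models with the highest means took 27.7% of the mean normalized count in ÅL, 23.8% in UP, 22.5% in SA and 25.1% in ÖL. No read was counted in any individual for 205 gene models.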

Differentially expressed genes were identified using edgeR package [35],[36] and a permutation test. EdgeR assumes negative binomial distribution for normalized read counts. Each gene had its own dispersion parameter. A generalized linear model was fitted with four parameters, one for each population mean. A contrast function was defined as the difference between the two fragmented and two continuous populations, and its statistical significance was tested with the likelihood ratio test. A permutation test (implemented in R) was used to identify differentially expressed genes between the fragmented and continuous populations using logarithmic normalized read counts. We required that population means for both fragmented populations were higher/lower than population means for the two continuous populations to calculate the significance of the difference. The *P-*value was calculated based on 10^5^ permutations for each gene and converted into a FDR value. Finally, we required that differential expression was statistically significant in both edgeR analysis and by the permutation test, which resulted in 1,841 genes.

Gene Ontology enrichment analysis was performed using the topGO package in R. Since our RNA-seq reads were anchored at the 3′ end of gene (see RNA-seq library preparation), differences in gene lengths do not bias the results unlike in traditional whole-length transcript libraries [37]. In the KEGG enrichment analysis we used Fisher's exact test implemented in R. Publication enrichment was conducted with the FlyMine service (v.36.1 [38]) using *Drosophila melanogaster* orthologs. *Wnt*, *Notch* and *Hedgehog* signalling pathways for *D. melanogaster* were retrieved from KEGG and used to find ortholog *Melitaea cinxia* genes using blastx (with a minimum bitscore value of 100).

eQTL analyses relating genotype to gene expression were conducted with gls function of the nlme package in R. The structure of the covariance matrix describing the relatedness of individuals was calculated based on shared alleles in 103,606 SNPs (see above). The *P*-values of the regression coefficients were converted into FDR values; we accepted all SNP-gene expression pairs in which FDR<0.05 in at least one population, while the sign of the regression coefficient was required to be the same in the remaining populations regardless of their significance.

### Heterogeneity in gene expression within populations

We examined within-population heterogeneity in gene expression running Bayesian mixture model (GMM) analysis using the VB-MOG algorithm [39]. This was done to justify subsequent analyses of the expression data. For each gene, GMMs with one to five mixture components were fitted and the best model was selected according to the highest marginal likelihood. Logarithmic TMM-normalized read counts were scaled to have zero mean and unit variance within each gene so that the same (uninformative) priors could be used for each gene. Mixture components were initialized with the *k*-means algorithm (implemented in R) and the VB-MOG algorithm (in-house C implementation) was applied until convergence. While investigating bimodal expression profiles, samples were classified into two categories based on the posterior probabilities of the mixture components. Note that although read counts were normalized between individuals, normalization does not completely remove sampling effect especially for low-expression genes.

In the sample of 49 individuals from ÅL, there were 8,360 genes with an average normalized log count greater than one. Out of these genes, the best model had 1, 2 and 3 mixture components in 6,929, 1,383 and 48 genes, respectively (none had >3 components). 

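For the 49 individuals from ÅL, Gaussian mixtures with up to 5 components and unequal variances were fitted to each gene with mclust, and the number of components was chosen by the Bayesian information criterion, which stands in for the paper's variational algorithm. The same threshold on the mean log2 normalized count, 1, retained 8360 genes. A single component was chosen for 7250 of these genes, 2 components for 1028, 3 for 75 and more than 3 for 7. Of 200 genes simulated with 2 components in as many individuals, 174 were assigned 2 components, and of 200 simulated with a single component, 197 were assigned 1. The simulated values were Gaussian, with widely separated means and equal expected shares. Closer or unequal components and the noise of low counts were not simulated. Among the 4501 genes with a mean log2 normalized count above 3, 701 had more than 1 component.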

Similar results were obtained with pooled data from all four populations (selecting 4×15 = 60 individuals that had least missing data). 

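Across the 60 individuals of the balanced set, 8589 genes exceeded the same level. A single component was chosen for 7166 of them, or 83.43%, against 86.72% in ÅL alone. There were 2 components in 1333 genes, 3 in 79 and more than 3 in 11. From the predominance of single components, the paper reasons that tests which assume unimodal distributions can be used to compare the populations.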

Since the vast majority of expression distributions are best explained by a single Gaussian, we used standard statistical tests assuming unimodal distributions while comparing populations below. We examined more closely the set of 1,383 genes for which the best model had two mixture components in ÅL. First, we tested for a possible association between mixture components and gender. 

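Males and females from ÅL were compared in 5855 genes that passed the filter on low counts. Expression differed between the sexes at FDR<0.05 in 549 genes (edgeR quasi-likelihood F-test, 26 males against 23 females), of which 327 were higher in males and 222 higher in females. Without the filter, 843 genes passed. Of the 549 genes, 78 had 2 mixture components, and in 12 of them the assignment of individuals to the components differed between the sexes (Fisher's exact test, 2-sided, FDR<0.05). The male AL0900290221 expressed sex genes like the females, with 40 of 50 genes on their side, and was retained in these counts.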

There were 663 genes with a significant gene expression difference between males and females (FDR<0.05), but out of these genes, only 68 showed a significant (FDR<0.05) association between the two mixture components. Second, the distinction between new and old local populations (below) did not correspond with the two mixture components in any of the genes. Third, there were only a few significant associations between the mixture components and alleles (results not shown). 

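Among the ÅL genes with a mean log2 normalized count between 1 and 3, 10.6% of 3859 genes had more than 1 component (95% Wilson confidence interval 9.7 to 11.6%). This share was 16.6% of 2473 genes at a mean of 3 to 5 (15.2 to 18.1%), 14.1% of 1309 genes at a mean of 5 to 7 (12.4 to 16.1%) and 14.6% of 719 genes above 7 (12.2 to 17.4%). The intervals treat genes as independent, which they are not. A normalized count of 0 in at least 1 individual occurred in 44.2% of the genes with a single component and in 42.1% of those with 2. When the individuals were divided at the median total count, the components differed between the resulting groups in 1 of the 1028 genes.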

Given these largely negative results, we conclude that two mixture components can often be the result of insufficient RNA-seq coverage in the gene.

### Flight experiment

The full description of the experiment and the results are available in GEO (accession number GSE47942) and reported in Kvist et al. (in prep.). The butterflies originated from the Åland metapopulation. Butterflies were encouraged to fly actively in a metabolic chamber for 15 mins, which was long enough to make many of them completely exhausted. RNA was sampled at 1 and 20 hours after the flight treatment (*n* = 15 in each case) and from control individuals (no flight treatment, *n* = 12) and sequenced in a similar manner than in the present study. The analysis is focused on the 39 genes with a significant expression difference in both males and females between individuals sampled at 20 hours after the flight treatment *versus* control individuals.

### Data deposition

The data have been deposited in NCBI's Gene Expression Omnibus [40] and are accessible through GEO Series accession number GSE47692 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47692).

## Results

### Post-glacial colonization history and genetic population structure

We used the Bayesian drift model BANANAS to estimate population genealogies with genome-wide SNP data, from which a random subset was chosen (500 SNPs; see Materials and Methods; sample sizes in Table S1). The branch lengths in Fig. 2 are measured on the scale *t/N_e_*, where *t* is the number of generations (one per year) and *N_e_* is the effective population size. Assuming *N_e_* = 10^4^ (Materials and Methods) gives the divergence time estimates shown in Fig. 2. Saaremaa (SA) has diverged from the other populations of the order of thousands of years but <10,000 yrs ago; the Öland (ÖL) population diverged from the Åland Islands (ÅL) and Uppland (UP) populations several hundred years ago; while the ÅL and UP populations have diverged more recently. These estimates are consistent with the known post-glacial colonization from the east [28] and the presence of water barriers that had to be crossed to reach ÅL, UP and ÖL (Fig. 1a), possibly with unintentional human assistance. The close affinity of ÅL and UP may reflect infrequent gene flow since the colonization of UP from ÅL. We presume that ÖL has been colonized along the Swedish coastline from the north (Fig. 1a). Analysis of the spatial genetic structure of the four populations with BAPS v5.4 gave congruent results (Fig. S3). Figure S4 shows that UP has the highest within-population genetic diversity, followed by ÖL and lastly by ÅL and SA. The greater genetic diversity of UP may be due to its mainland location and previously (though not currently) more extensive distribution and possibly greater abundance of the butterfly (Fig. 1a).

### Allelic and gene expression variation among landscape types

We examined the relationships of the four populations in terms of allelic and gene expression variation, with the particular aim of contrasting the two fragmented populations (ÅL and UP) with the two continuous populations (SA and ÖL). In clustering of the four populations based on their allele frequencies, ÅL and UP are the two most similar populations and SA is the most distinct one (Fig. 3a), essentially replicating the result in Fig. 2 based on a different model. We compared allele frequencies among the populations for each SNP, contrasting all pairs of populations with each other, one contrast corresponding to fragmented *versus* continuous landscapes. The numbers of SNPs with statistically significant differences between population pairs are shown in Fig. 3c. The pairing corresponding to fragmented *versus* continuous landscapes shows many more SNPs (5,925) with a significant difference than the other pairings (163 and 1,996). However, an obvious confounding factor here is the colonization history of the populations, which may largely explain the contrast in allele frequencies between the ÅL+UP *versus* SA+ÖL pairings.

**Figure 3:**
Clustering of the four study populations based on allele frequencies (a) and logarithmic gene-specific read counts (b). Distance was defined as one minus correlation. The lower panels show the Venn diagrams for the number of SNPs between pairs of populations with statistically significant (FDR<0.05) allele frequencies (c; Fisher's exact test) and for the number of statistically significant (FDR<0.05) differentially expressed genes (d; edgeR analysis). The pairs of populations representing the contrast between fragmented *versus* continuous landscapes are shown by gray shading.

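RNA from the thorax was sequenced in 174 butterflies: 49 from ÅL (23 females and 26 males), 20 from UP (11 females and 9 males), 63 from SA (28 females and 35 males) and 42 from ÖL (15 females and 27 males). The authors trimmed the reads, mapped them to the genomic scaffolds of the Glanville fritillary and counted the reads within 16667 gene models. They deposited these raw counts, with 1 library per individual, and a table of normalized counts scaled by the TMM method. The paper's Table S2 also gives the original, trimmed and mapped reads of the individuals, and the depth used here is the number of reads within gene models. It ranged from 442717 to 7742394 per individual with a median of 2677838. The balanced set was formed from the 15 individuals with the largest total count in each population. In this set the totals ranged from 3374474 to 7059826 in ÅL (median 5686849), from 3037485 to 7742394 in UP (median 4117913), from 3416549 to 6654943 in SA (median 4754721) and from 3784572 to 6222245 in ÖL (median 4406660). It held 7 females and 8 males from ÅL, 8 females and 7 males from UP, 8 females and 7 males from SA, and 4 females and 11 males from ÖL. The 10 most abundant genes of an individual took 28.9% ± 4.0 of its counts in ÅL, 25.2% ± 3.9 in UP, 23.2% ± 2.3 in SA and 25.9% ± 3.4 in ÖL (mean ± SD, n = 15). The raw counts were normalized by edgeR's TMM method, and filterByExpr, with a minimum count of 10 and the populations as groups, retained 8225 genes. A quasi-likelihood model with 1 mean per population was fitted to them. The contrast was the mean of ÅL and UP minus the mean of SA and ÖL, so that a positive log2 fold change means higher expression in fragmented landscapes, and P-values were converted to FDR by the Benjamini-Hochberg method.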

Gene expression differences among the four populations were analysed using a balanced data set with 15 individuals from each population (Materials and Methods; Table S2). The relationships between the four populations based on gene expression are different from those based on allelic variation. 

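Distances between populations were computed as 1 minus the Pearson correlation of their mean log2 normalized counts over all gene models, with 1000 bootstrap resamples of individuals within populations for the error. UP and ÖL were closest, at 0.00837 (bootstrap SD 0.00163). The distance was 0.0126 (0.00355) between ÅL and UP, 0.0148 (0.00339) between ÅL and ÖL, 0.0163 (0.00149) between SA and ÖL, 0.0188 (0.00183) between UP and SA, and 0.0231 (0.00339) between ÅL and SA. UP and ÖL were the closest pair in 957 resamples. SA joined the other populations last in 814 resamples and ÅL in 186. With all 174 individuals, UP and ÖL were still closest, but in 633 resamples. The paper removed outliers by genotype, among them an ÖL and a UP individual whose labels seemed switched. They could not be identified and were not removed here. Such a switch would bring UP and ÖL closer, and its effect was not tested.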

SA is the most distinct population in both analyses, but in gene expression data ÖL and UP cluster together with a clear contrast to ÅL (Fig. 3b). This result was supported by Bayesian clustering of populations (Fig. S3). 

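In the balanced set, 2112 of the 8225 genes tested differed between the fragmented and continuous populations at FDR<0.05, 1211 of them higher and 901 lower in fragmented landscapes. The same model gave 1675 genes for the contrast of ÅL and SA with UP and ÖL, and 1357 genes for the contrast of ÅL and ÖL with UP and SA. The landscape contrast thus had 1.26 times as many genes as the next. Without the filter on low counts, the likelihood ratio test gave 2621, 2015 and 1532 genes for the 3 contrasts. The number of genes in the landscape contrast was lowest, at 561, when the model was fitted to the 27 females of the set alone, and highest, at 3190, with all 174 individuals. With limma-voom the larger direction changed, with 911 genes higher and 937 lower in fragmented landscapes. In the other alternatives of this contrast more genes were higher. In a 2-group model of 30 against 30 individuals, the landscape contrast gave 1797 genes, and 49 random divisions of the same individuals gave at most 37. The other pairings of whole populations gave 1401 and 1038 genes in this model. The random divisions mix the populations, so they do not separate landscape type from other differences among populations.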

In the comparison of pairs of populations, the contrast between the fragmented (ÅL and UP) *versus* continuous populations (SA and ÖL) showed the largest number of significant expression differences (Fig. 3d; 2,643 SNPs in 2,567 different genes). This result, unlike the result for allelic variation, cannot be parsimoniously explained by common ancestry, because in the expression data UP and ÖL cluster most closely (Fig. 3b).

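Pairs of populations differed in 256 genes between UP and ÖL, 1396 between SA and ÖL, 1398 between ÅL and UP, 1776 between ÅL and ÖL, 1898 between UP and SA and 2810 between ÅL and SA, in the same model of the balanced set. The means of both fragmented populations lay on the same side of both continuous means in 3043 of the 8225 genes, or 37.0%. This share was 35.1% when ÅL and SA were set against UP and ÖL and 27.9% when ÅL and ÖL were set against UP and SA, where exchangeable populations give 33.3%. With at least 10 counts in every individual, it was 36.4% for the landscape types and 36.6% for ÅL and SA against UP and ÖL. Without the SA population, 614 genes differed between landscape types, against 1234 without ÅL, 2385 without UP and 2388 without ÖL. From the close clustering of UP and ÖL, the paper reasons that common ancestry does not parsimoniously explain the number of differences between landscape types.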

We used an enrichment analysis based on the GO and KEGG gene classes to investigate differences in expression level between the landscape types (Table S3). Based on a permutation test and a likelihood ratio test, we identified a set of 1,841 genes with differential expression between the landscape types (Table S4). 

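The criteria of the paper were applied to the 16667 gene models of the balanced set. The ordering of population means was met by 5777 gene models. A permutation test of the landscape labels with 100000 permutations passed 1524 of them at FDR<0.05, and a likelihood ratio test with gene-wise dispersion passed 2621 gene models. Both were passed by 1437 genes, 651 higher and 786 lower in fragmented landscapes. Of these, 1121 had also been tested with the filter on low counts, and 1120 were past the threshold there. When only permutations that met the ordering were counted, 893 genes passed both tests. With all 174 individuals, 2251 genes passed, 1328 of them higher and 923 lower, so that the larger direction changed, and with the authors' normalized counts 1439. Among the genes of the quasi-likelihood test, the 3 genes with an average logCPM above 1 and the largest ordered difference were taken in each direction. Higher in fragmented landscapes were MCINX010010, a hexamerin gene, MCINX014340, an uncharacterized protein with a log2 fold change of 5.38 (standard error 0.52, edgeR FDR = 3.83e-11), and MCINX001061, a serpin, with 4.57 (standard error 0.74). The serpin did not pass the permutation test (FDR = 0.1), its log2 fold change was 0.31 with DESeq2, 1.83 with limma-voom and -0.28 in the individuals outside the balanced set, and it passed in none of these 3 alternatives. Across all of its alternatives the FDR ranged from 2.84e-11 to 0.833. Lower in fragmented landscapes were MCINX005301, named as an NADH-ubiquinone oxidoreductase subunit, with -3.95 (standard error 0.53), MCINX002622 with -3.07 (standard error 0.53) and MCINX007954 with -3.07 (standard error 0.38). The mean log2 normalized count of MCINX007954 was 0.36 in ÅL, 0.26 in UP, 3.19 in SA and 0.54 in ÖL, so its difference lay mostly in SA.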

Altogether 178 GO categories were significantly enriched (107 categories for biological process, 31 for cellular component, 40 for molecular function), including multiple categories involved in glucose import, growth and differentiation, hormonal signalling, immune response, transcription, RNA processing and translation. Processes that potentially reflect adaptation to different landscape types include many stimulus response GO groups (chemicals, hormones and temperature), cellular response to misfolded and unfolded protein, RNA splicing and growth. Many categories related to growth and differentiation contain genes involved in *Wnt, Notch* and *hedgehog* signalling pathways, which is also indicated by publication enrichment against *Drosophila* [41],[42]. 

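The genes of the signalling pathways were taken from Table S5, which lists 93 genes for Wnt, 35 for Notch and 95 for hedgehog. Of these, 66, 23 and 57 passed the filter on low counts in the balanced set. In the Wnt pathway 12 genes, or 18.2%, differed between landscape types at FDR<0.05, against 25.7% of the other genes tested (Fisher's exact test, P = 0.202). In the Notch pathway 6 genes differed, or 26.1% (P = 1), and in the hedgehog pathway 18 genes, or 31.6%, against 25.6% of the others (P = 0.291). The values adjusted over the 3 tests were 0.437, 1 and 0.437. By the permutation test and likelihood ratio test together, 6, 4 and 11 genes of the pathways passed. With all 174 individuals, 18 Wnt, 9 Notch and 23 hedgehog genes passed the quasi-likelihood test. The share in the Wnt pathway was then 26.5%, against 39.4% of the other genes (Fisher's exact test, P = 0.0336, adjusted 0.101).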

A significant proportion of these signalling pathway genes were differentially expressed between the fragmented *versus* continuous landscapes (14/93 for *Wnt*, 9/35 for *Notch* and 19/95 for *hedgehog* signalling pathways; Table S5). Overall, extracellular signalling was up-regulated in samples from fragmented landscapes, including the main signalling molecules *Wnt* and *hedgehog*, whereas intracellular signalling in the *hedgehog* pathway was consistently down-regulated, starting from *hedgehog* receptor *patched*. 

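Of the 12 Wnt genes past the threshold, 10 were higher in fragmented landscapes, and of the 18 hedgehog genes, 8 were higher and 10 lower. As sets, the Wnt genes were higher (fry, P = 0.0105) and the hedgehog genes lower (P = 1.16e-05) in fragmented landscapes, and the Notch genes showed no common direction (P = 0.957). Under camera with an estimated correlation the hedgehog set passed (P = 0.0307) and the Wnt set did not (P = 0.316). With camera's preset correlation neither passed (P = 0.0613 and 0.422). The gene hedgehog (MCINX007389) had a mean log2 normalized count of 2.52 ± 0.84 in ÅL, 2.54 ± 0.58 in UP, 1.64 ± 0.53 in SA and 1.39 ± 0.69 in ÖL (SD, n = 15), with a log2 fold change of 1.40 (standard error 0.24, edgeR FDR = 2.06e-05). In the individuals outside the balanced set its log2 fold change was 0.53 and did not pass. The Wnt gene wingless (MCINX006032) fell under the filter on low counts, and without the filter its log2 fold change was 1.15 (standard error 0.38, FDR = 0.0317). It also passed in the likelihood ratio test (1.17), with sex (1.24) or the log2 TMM factor (1.23) as a covariate and without SA (1.67). It did not pass with all 174 individuals (0.61, FDR = 0.0888) or without ÅL (1.10), UP (1.16) or ÖL (0.59). The receptor patched (MCINX007513), also under the filter, had a log2 fold change of 0.79 (standard error 0.41, FDR = 0.193), with means of 0.93 ± 0.88 in ÅL, 0.67 ± 0.42 in UP, 0.65 ± 0.46 in SA and 0.47 ± 0.41 in ÖL.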

The KEGG enrichment found only four significantly enriched categories: riboflavin metabolism, lysine degradation, primary bile acid biosynthesis and other types of O-glycan biosynthesis.

### Elevated hexamerin expression in fragmented landscapes

Previous studies of the Glanville fritillary have linked faster larval post-diapause development [43] and increased female reproductive capacity [44] to elevated expression of hexamerin (larval serum protein) genes. Since the rate of larval post-diapause development is faster in fragmented than continuous landscapes (Fig. 1d,e), we specifically looked at the expression of hexamerin genes in our analysis. 

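The hexamerin genes MCINX010010, MCINX015566, MCINX015567 and MCINX015572 were examined in the balanced set without the filter on low counts, which retains only the first of them. Their log2 fold changes between fragmented and continuous landscapes were 6.05 (standard error 0.83, edgeR FDR = 3.16e-07), 3.60 (0.59, FDR = 1.12e-05), 3.42 (0.59, FDR = 2.5e-05) and 4.88 (0.80, FDR = 1.05e-05). The mean log2 normalized count of MCINX010010 was 4.22 ± 3.02 in ÅL, 1.70 ± 2.47 in UP, 0.64 ± 0.67 in SA and 1.14 ± 1.07 in ÖL (SD, n = 15). A single UP female, UP09004155, held 97.0%, 85.1%, 86.8% and 97.3% of all UP counts of the 4 genes. Without this female the log2 fold changes were 3.38, 2.21, 1.85 and 2.23. Without this female and without the ÅL population, UP differed from the continuous populations by 0.40, -0.02, -0.68 and 0.58, and none of the 4 genes passed (FDR from 0.464 to 1). These omissions of individuals were chosen after seeing the data. In the individuals outside the balanced set, MCINX010010 had a log2 fold change of 1.35 and did not pass (FDR = 0.707), and in the other alternatives with the filter its FDR ranged from 7.57e-25 to 0.0214. In ÅL, the female AL0905110081 held from 32.9% to 61.1% of the counts. Without this individual and without the UP population, the log2 fold changes were 5.29, 4.02, 3.94 and 2.94. The paper relates the higher expression of these genes to the faster larval development in fragmented landscapes.

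**Figure D1:**
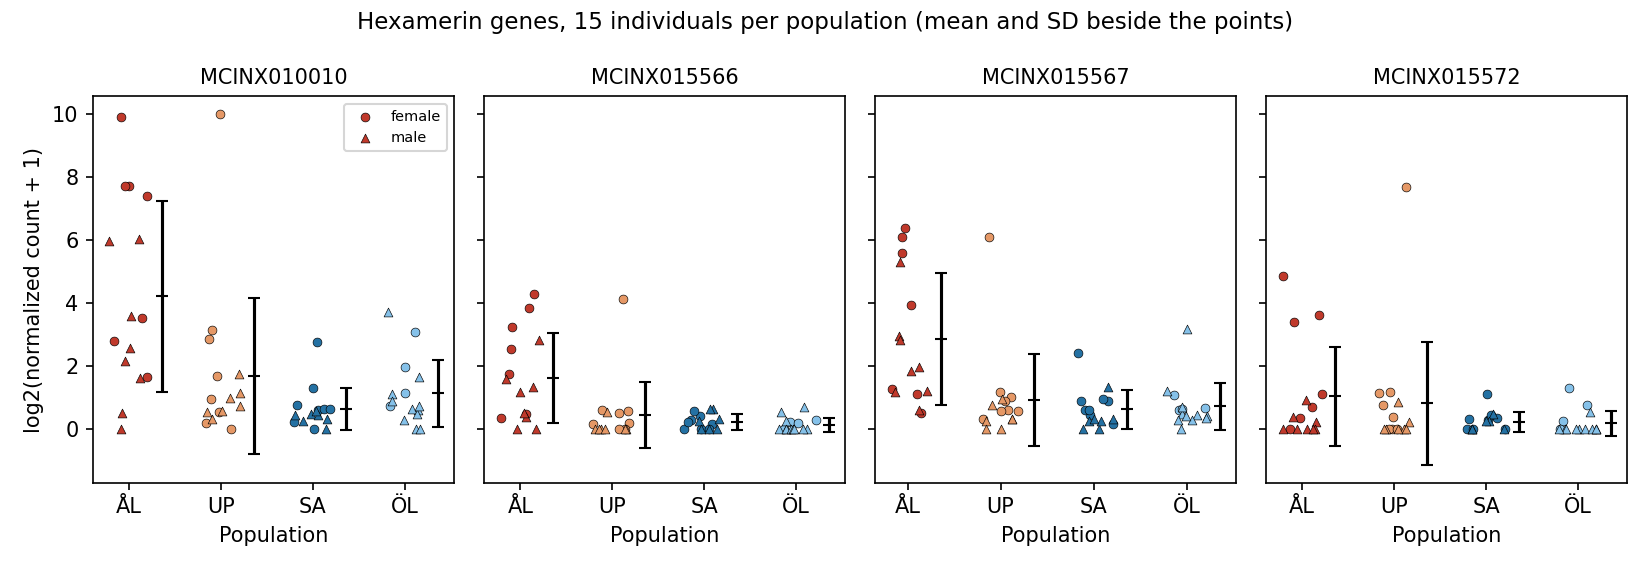
Expression of the 4 hexamerin genes in the balanced set, as log2(normalized count + 1) of each individual by population, with females as circles and males as triangles and the mean and SD of the 15 individuals beside them. The highest UP point of each gene is the same female, at 10.01 for MCINX010010, where the other UP females reach 3.14.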

Of the seven known hexamerin genes annotated for the Glanville fritillary, four genes (MCINX010010, MCINX015566, MCINX015567, MCINX015572) had a significantly (edgeR FDR<0.05) higher expression in fragmented landscapes. The probability of having 4 or more significant hexamerin genes among the 7 genes is 0.0039 (from the binomial distribution, given that the frequency of genes with a significant difference between the landscape types among all the genes is 0.11 (1841/16667)). Additionally, multiple hexamerin modifying genes in the ecdysteroid signaling pathway were differentially expressed between the landscape types. 

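MCINX015572 passed the likelihood ratio test (FDR = 2.37e-05) but not the permutation test (FDR = 0.124), so 3 of the 4 genes passed both criteria and all 4 the likelihood ratio test. The share of gene models that passed both criteria was 0.086, and the binomial probability of 3 or more such genes among 7 was 0.0172. The share that passed the likelihood ratio test was 0.157, and the probability of 4 or more such genes among 7 was 0.0143. The probability of 4 or more genes with the share of 0.086, which mixes the 2 criteria, was 0.00156. The binomial distribution treats the genes as independent. The other 3 of the 7 hexamerin genes were not analysed here, since the paper's text does not give their identifiers.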

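Table S4 of the paper could be read for 1565 of its 1841 genes, and 5 of them are named after ecdysteroids. Since these genes were selected on the same individuals, their values are not independent evidence. The values are from the likelihood ratio test without a filter. Of 4 genes for ecdysteroid UDP-glucosyltransferases, MCINX005524 had a log2 fold change of 1.38 (standard error 0.20, edgeR FDR = 1.3e-09), MCINX008074 of 1.33 (0.23) and MCINX000449 of 2.64 (0.52), while MCINX011306 was lower in fragmented landscapes, at -2.89 (0.42, FDR = 2.38e-09). The gene for the ecdysteroid-regulated 16 kDa protein, MCINX011750, had a log2 fold change of 0.66 (0.18, FDR = 0.00485).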

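The part of Table S4 that could be read names 2 troponin genes, which the study had selected on these individuals. Their values are from the likelihood ratio test without a filter. Troponin C isoform 1 (MCINX015570) had a log2 fold change of 0.67 (standard error 0.16, edgeR FDR = 0.000728) and Troponin C (MCINX008221) of 0.53 (0.16, FDR = 0.013). In the quasi-likelihood test without the ÅL population neither passed, with a median log2 fold change of 0.24. The change of test and the omission of ÅL were not separated. Troponin and cuticle genes outside Table S4 were not analysed here.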

Among the known downstream genes of hexamerin expression [45], a substantial fraction of cuticle protein (14/93) and troponin (2/6) genes had higher expression in populations from fragmented landscapes. 

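Among the genes that could be read in Table S4, 20 are named as cuticle proteins. They were matched by name, so this set is not the paper's, which counts fewer significant cuticle protein genes. In the likelihood ratio test without a filter all 20 passed, 19 of them higher in fragmented landscapes, with log2 fold changes from -1.30 to 4.48 and a median of 1.90. The filter on low counts retained 13, all of which passed and were higher in fragmented landscapes. In the quasi-likelihood test without ÅL and without a filter, 9 of the 20 passed. Of these, 8 were higher in UP than in the continuous populations, and the median log2 fold change of the 20 was 0.79. The change of test and the omission of ÅL were not separated. The list was taken from genes that had passed in these individuals and is not independent evidence.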

All but one of the cuticle protein genes (14/15) that showed a significant expression difference between the landscape types had higher expression in fragmented landscapes.

Fragmented landscapes harbor metapopulations that consist of small local populations connected by dispersal [6],[12]. As local extinctions and re-colonizations are predicted [10] and observed [13] to select for more dispersive females, we hypothesize that expression differences between butterflies from new *versus* old local populations within a single fragmented landscape are correlated with expression differences between fragmented *versus* continuous landscapes. To test this hypothesis, we examined expression differences in female butterflies between fragmented *versus* continuous landscapes with the expression difference between females originating from newly-established (*n* = 6) *versus* old local populations (*n* = 18) in the fragmented ÅL landscape. For this comparison, we selected the 1,841 genes with a significant expression difference between the landscape types. We filtered these data to retain the genes with adequate coverage in both data sets (logCPM>1), and we further retained only genes with a large expression difference between the landscape types (|log_2_ count ratio|>1), leaving 254 genes. In these data, there is a highly significant relationship in the expected direction between the expression difference between the landscape types and the expression difference between the new *versus* old local populations (*P* = 0.00018). To make certain that this relationship was not due to butterflies from ÅL being included in both variables, we re-calculated the expression difference between the fragmented and continuous landscapes after excluding ÅL butterflies, leaving 233 genes (Table S6). The result remained qualitatively the same (Fig. 4; *P* = 0.0031).

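The difference between UP and the continuous populations was recomputed in females, with 11 females from UP, 28 from SA and 15 from ÖL, for the 233 genes of Table S6. The difference between new and old local populations was taken from Table S6, since the labels do not give the local population of each ÅL female. Across genes, Pearson's r was 0.20 (P = 0.00253, permutation test of the genes, 2-sided, n = 233) and Spearman's rho was 0.18 (permutation P = 0.0075). Without the 2 genes farthest from the median of the landscape difference, r was 0.20. The family held 9 such correlations, in which r ranged from 0.16 to 0.27, and the adjusted value of the first was 0.00454. The highest r came from a comparison in males that was chosen after seeing the data, as was the omission of a female with sex genes like those of males, with an r of 0.20. Genes are not independent replicates, and the study selected these genes on the same individuals. Restricted to the 190 genes with FDR<0.05 here, r was 0.17 (permutation P = 0.0186). The lowest r, 0.16, came from differences of mean log2 normalized counts. From the relationship, which the paper found without the ÅL butterflies on the horizontal axis, it proposes that the establishment of new populations selects for an expression profile.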

**Figure 4:**
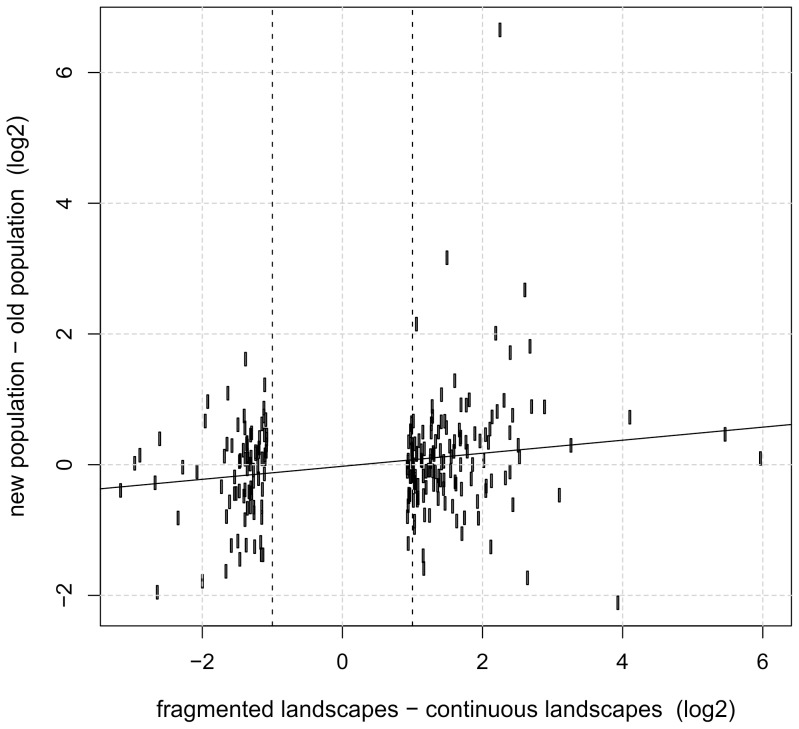
Gene expression in new *versus* old local populations and fragmented *versus* continuous landscapes. Differential expression of 233 genes (Table S6) in females from newly-established *versus* old local populations in the fragmented landscape in Åland (vertical axis) against differential expression of the same genes in fragmented *versus* continuous landscapes in three populations (horizontal axis; only UP represents fragmented landscapes to have independent data sets on the two axes). Correlation is significant (*P* = 0.0031).

### Association between SNP alleles and gene expression

To search for genomic regions which are likely to harbor intragenic or proximate allelic variants affecting transcript levels, we investigated associations between SNPs and gene expression (*cis*-eQTL) with regression models assuming additive, dominance and recessive effects. Each SNP was tested to explain expression of its closest gene. To reduce spurious associations, we required that all three genotypes (the two homozygotes and the heterozygote) were represented in the data and that the analyses could be done separately for each population. Only those SNPs that had the same sign of the association in all four populations were included. We focused on SNPs that are potentially biologically significant for landscape adaptation, and we hence required that there was a significant allele frequency difference between the fragmented and continuous landscapes. With these criteria, we arrived at 70 SNP-gene expression pairs in 60 genes (Table S7). SNPs located within predicted exons were recorded as synonymous or non-synonymous, but most SNPs were outside the predicted gene models (in 3′ UTR or in missing exons due to incomplete gene models). The 60 genes included genes that are important for hypoxia response (hypoxia-inducible factor 1 alpha, *Hif-1a*, MCINX007807) and genes involved in *Notch* (*Nicastrin,* MCINX013215) and *hedgehog* (*Patched-related,* MCINX011439) signaling pathways (Table S7). SNPs in these genes are promising candidates for large-scale genotyping to study interactions between genotype, gene expression, life history traits and their interactions with environmental variables. As an example, we highlight in Fig. 5 *Hif-1a,* which has a key function in the response to hypoxia. There is a striking genotypic effect on expression, which is consistent across all four populations, and there is a significant allelic difference between the fragmented (frequency of the CC genotype in ÅL: 0.83, UP: 0.91) and continuous landscapes (SA: 61, ÖL: 0.51; *P* = 0.0003 for the difference between the landscape types). These results reflect possible landscape-level selection for increased hypoxia tolerance in the more mobile butterflies in fragmented landscapes. Finally, there is a significant sex-genotype interaction, males showing higher expression for the high-expression genotype (Fig. 5).

**Figure 5:**
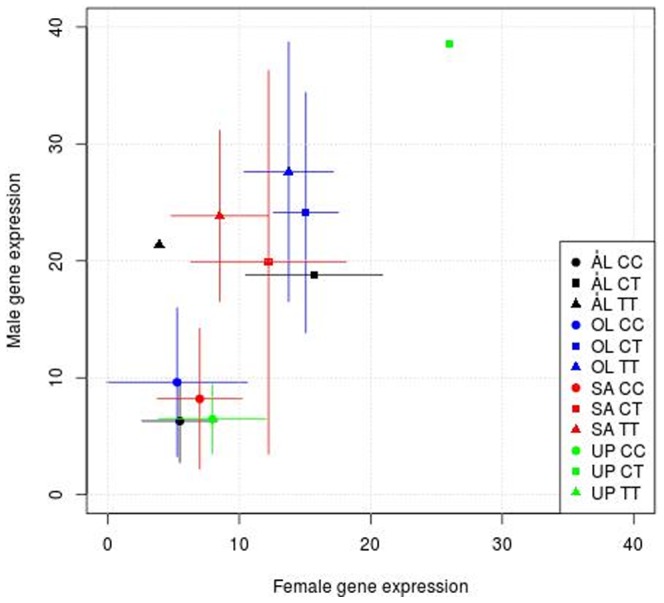
Association of gene expression with SNP polymorphism in *Hif-1a.* The figure shows expression of the hypoxia-inducible factor 1 alpha (*Hif-1a*) in males (vertical axis) and females (horizontal axis) in the four populations, separately for the three genotypes CC, CT and TT in the SNP MCINX007807. The figure gives the means and standard deviations for normalized read counts. In a linear model, the effect of genotype is highly significant (TT compared with CC, *P* = 1.7e-12, CT compared with CC, *P* = 4.6e–12), and the sex * genotype interaction is significant (TT, *P* = 0.009, CT, *P* = 3.9e–05). Adjusted *R^2^* = 0.49.

### Flight-induced gene expression and expression difference between the landscape types

Here, we used the results of an experiment on gene expression changes following active flight to test whether the flight-induced expression changes are correlated with the base-line expression difference (no flight treatment) between the landscape types (Materials and Methods). We focus on the 39 genes that were significantly up-regulated (34 genes) or down-regulated (5 genes) in both males and females at 20 hrs following the flight treatment (Materials and Methods, Table S8). Figure 6 shows that the genes that are more highly expressed in fragmented than continuous landscapes are significantly up-regulated following the flight treatment. 

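Of the 34 genes that Table S8 lists as higher after flight in both sexes, 27 were higher in fragmented than continuous landscapes in females and 29 in males. Over all 39 genes, the median log2 fold change between landscape types was 0.54 in 77 females and 0.53 in 97 males. In females, 16 of the 39 genes passed FDR<0.05 over all genes tested and 20 when adjusted over the list alone. In males, 22 passed over all genes tested and 25 when adjusted over the list alone. Across the alternatives, the number in females over all genes tested ranged from 3, with the log2 TMM factor as a covariate, to 23 without UP. It was 4 in the females of the balanced set, 4 without SA, 7 without ÅL and 15 without ÖL. In males the number ranged from 10 without ÅL to 26 without UP. The list came from the paper's flight experiment on other butterflies. Without the ÅL population, the median was 0.06 in females and 0.41 in males.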

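Landscape differences were recomputed from all females and from all males, and the expression changes after flight were taken from Table S8. Across the 39 genes, r was 0.58 in females (permutation test, 2-sided, P = 0.00028) with a rho of 0.75 (permutation P = 1e-05, the smallest that 100000 permutations can give). In males r was 0.69 (permutation P = 1e-05, again the smallest) with a rho of 0.66. Without the 2 genes farthest on the axis of the flight response, r was 0.54 in females and 0.62 in males. Without the 12 immune response genes, r was 0.27 in females (permutation P = 0.177, rho 0.50) and 0.20 in males (permutation P = 0.309, rho 0.22). Among the 8 AMP genes alone it was 0.61 in females (exact permutation P = 0.112) with a rho of 0.86 (permutation P = 0.0107), and 0.10 in males (exact permutation P = 0.778) with a rho of 0.26 (permutation P = 0.536). Without the 2 farthest AMP genes, r was -0.02 in females and -0.43 in males. Without the ÅL population, r was 0.43 in females, where it fell to 0.02 without the 2 farthest genes, and 0.30 in males (permutation P = 0.0675). The family held 20 correlations, of which 2 per sex, with the log2 TMM factor as a covariate and without 3 individuals with sex genes like the other sex, were chosen after seeing the data. The adjusted values of the first 2 were 0.00056 and 5e-05. These correlations are across genes, which are not independent replicates.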

The correlation is highly significant, but we refrain from presenting a *P*-value, because the degrees of freedom are inflated to an unknown extent by the fact that the expression of many genes is regulated by the same factors. The most noteworthy result is the abundance of immune response genes among the 39 genes, specifically antimicrobial peptide (AMP) genes such as *gloverin*, *moricin*, *defensin*, *lebocin* and *cecropin* genes (Table S8).

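The 8 AMP genes were all higher in fragmented landscapes in both sexes, by a median log2 fold change of 2.24 in females (from 1.16 to 2.77) and 2.05 in males (from 1.86 to 3.17). In females 5 of them passed FDR<0.05 over all genes tested and 7 adjusted over the list alone, and in males all 8 passed. The largest difference in females was that of a moricin, MCINX014649, with a log2 fold change of 2.77 (standard error 1.10, edgeR FDR = 0.0534), and in males that of a lebocin, MCINX011164, with 3.17 (0.56, FDR = 1e-05). Defensin-1 (MCINX014016) had 2.45 in females (0.52, FDR = 0.000198) and 2.12 in males (0.56, FDR = 0.00295). As a set, the genes were higher in fragmented landscapes in females (fry, P = 0.0401) and in males (P = 0.00176), but with the individuals of the balanced set the females did not pass (P = 0.114). With camera's estimated correlation, neither set passed (P = 0.441 and 0.206), and with its preset correlation the males passed (P = 0.00443) and the females did not (P = 0.0643), although the females of the balanced set did (P = 0.00984), as did all females without the UP population (P = 0.021). No AMP gene had an FDR or an unadjusted P under 0.05 for a difference of the landscape effect between the sexes, which leaves 0 of 8 by either measure.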

**Figure 6:**
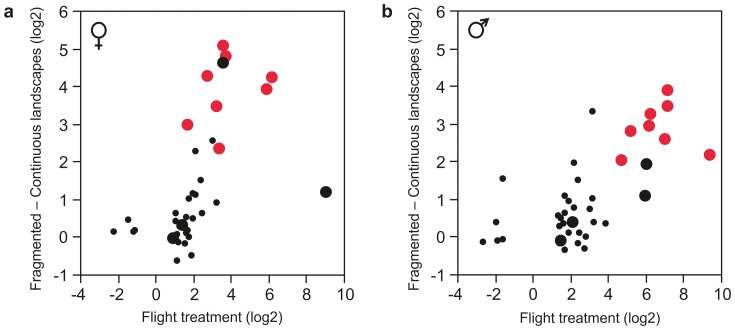
Change in gene expression following active flight compared with the expression difference between the landscape types. The horizontal axis gives the change in expression following experimental flight treatment, while the vertical axis shows the expression difference between the fragmented *versus* continuous landscapes (without the flight treatment) in females (a) and males (b). The data set includes the 39 genes (Table S8) in which expression at 20 hours after the flight treatment was significantly and similarly different from the control individuals in both females and males. The large symbols indicate 12 genes with immune response functions, of which 8 genes are AMPs (in red) (Table S8). The 12 immune response genes (but not the remaining 28 genes) are more strongly up-regulated in males than in females following flight (*P* = 0.01).

## Discussion

A large number of genes were differentially expressed between the populations when tested in common garden conditions, and 11% of all the genes (1,841/16,667) were differentially expressed between populations inhabiting fragmented *versus* continuous landscapes. 

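By both criteria, 8.6% of the gene models differed between landscape types in the balanced set, and by the likelihood ratio test alone 15.7%. Among genes that passed the filter on low counts, 25.7% differed in the quasi-likelihood test. Of the 2112 genes of that test, 2043 could also be tested in the individuals outside the balanced set, and 1868, or 91.4%, had the same direction there. Both tests were passed by 638 of them in the same direction and by 1 in opposite directions.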

We suggest that these differences reflect dissimilar selection in dissimilar environments and are causally related to the known life history differences between the two landscape types. Admittedly, we cannot conclusively reject alternative explanations because of several confounding factors, which is an inevitable challenge in observational studies conducted at large spatial scales. First, the two fragmented landscapes are located at a slightly higher latitude than the two continuous landscapes (Fig. 1a), though the difference is small and there is only marginal difference in their climates [19]. Second, the two fragmented populations share the most recent common ancestor, as evidenced by genome-wide allele frequencies (Fig. 3a,c), but note that the pattern of differentiation is different in gene expression (Fig. 3b,d), suggesting that gene expression does not merely reflect common ancestry. Third, the continuous landscapes (SA and ÖL) have flat limestone bedrock, which is the reason for the continuous grassland habitat, but all the four study regions have the same larval host plants and there are no known differences in habitat quality that would affect the butterfly populations. On the other hand, several features in our results support the hypothesis that landscape fragmentation is one cause of gene expression differences. First, there were significant expression differences between the landscape types in several categories of genes that are likely to be related to the known life history differences between the landscape types, for instance the hexamerin genes and other categories related to growth and regeneration (discussed below). Second, genes that had higher expression in newly-established than in old local populations within the fragmented Åland landscape had higher expression, at the landscape level, in the more fragmented landscapes (Fig. 4). This correlation suggests that recurrent establishment of new populations by dispersing females in fragmented landscapes [12] selects for a specific gene expression profile. And third, genes that were systematically up-regulated following an experimental flight treatment tended to have higher base-line expression in fragmented than continuous landscapes (Fig. 6), suggesting that butterflies in fragmented landscapes are genetically primed for a high level of flight activity. Note that the latter two results, which are further discussed below, involve relationships between independent data sets.

### Larval growth rate and adult reproduction

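Patched-related (MCINX011439) was lower in fragmented landscapes in the balanced set, with a log2 fold change of -1.34 (standard error 0.44, edgeR FDR = 0.019). Its mean log2 normalized count was 6.16 ± 2.20 in ÅL, 5.59 ± 1.46 in UP, 9.02 ± 0.56 in SA and 6.94 ± 2.14 in ÖL (SD, n = 15). Without the SA population its log2 fold change was -0.81, and without UP -0.48, and in neither case did it pass the threshold. It passed without ÅL (-2.20), without ÖL (-1.86), with all 174 individuals (-1.47) and in the individuals outside the balanced set (-1.74). It did not pass in the 27 females or the 33 males of the set taken alone, at -0.91 and -1.23.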

Genes involved in growth and regeneration and which have significant expression differences between the populations in the present study include many members of the pleiotropic *Wnt*, *Notch* and *hedgehog* signalling pathways. Two genes (*Nicastrin* and *Patched-related*) in these pathways showed significant associations between allelic variation and gene expression, suggesting possible selection. These pathways have been shown to be activated during regeneration of induced wing disk tissue in *Drosophila* [41],[46], which could be related to the ability to recover from flight-induced oxidative damage to flight muscle tissue [47]–[51]. 

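Socs2 (MCINX002283) had a log2 fold change of 0.29 between fragmented and continuous landscapes in the balanced set (standard error 0.14, edgeR FDR = 0.141). Its mean log2 normalized count was 5.46 ± 0.71 in ÅL, 5.99 ± 0.62 in UP, 5.26 ± 0.54 in SA and 5.78 ± 0.33 in ÖL (SD, n = 15). It did not pass in all females (0.40, FDR = 0.0681) or in all males (0.07, FDR = 0.75), and with sex as a covariate it passed, at 0.36. Chitinase-like 3 (MCINX013513) had a log2 fold change of 1.68 (standard error 1.00, FDR = 0.22), with means of 1.92 ± 3.10, 2.57 ± 3.29, 2.36 ± 2.58 and 2.32 ± 2.60 in the same order. Its direction changed with DESeq2 (-0.06) and with limma-voom (-0.51). Tenectin (MCINX005469) had a log2 fold change of 0.56 (0.24, FDR = 0.0821), and in all females it passed, with 0.56 (0.19, FDR = 0.0247). In all males it was -0.14 (0.16, FDR = 0.579), and the difference between the sexes had an unadjusted P of 0.00749 (edgeR FDR = 0.274).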

Genes such as *Socs2* (MCINX002283), *Chitinase-like 3* (MCINX013513) and *Tenectin* (MCINX005469) had higher expression in populations from fragmented than continuous landscapes, and they are up-regulated following a flight treatment (Kvist et al. in prep.).

A notable life history difference between the fragmented and continuous landscapes is faster larval development in the former [19], related to greater post-diapause body size (Fig. 1d,e). This could be caused by differences in energy reserves received by the offspring from their mothers, but equally there may be genetic or epigenetic differences in hormonal regulation, influencing the development time. In particular, we found systematic differences in the expression of hexamerin genes between the landscape types, which have previously been shown to have high heritability and which correlate strongly with larval development time in the Glanville fritillary [43]. The expression of hexamerin genes is mediated by ecdysteroid hormones (particularly 20-hydroxy-ecdysone, 20E), and it varies among families within the metapopulation in Åland [44] and exhibited significant differences between the fragmented and continuous landscapes in the present study. The co-expression of hexamerin genes and the hexamerin modifying genes in the ecdysteroid signaling pathway suggests that the expression of these genes is driven by differences in hormonal regulation. Our samples represent adults rather than larvae, but differences in the regulators of hexamerin expression (promoter regions, enhancer elements and transcription factors) are likely to affect expression levels in all life history stages.

During their adult life, Glanville fritillary butterflies lose up to 30% of their thorax weight [52]. The resources thereby released are converted from fat body and muscle tissue to a soluble form of larval serum proteins (that is, hexamerins) [53],[54], which are carried through the hemolymph to the abdomen and used for reproductive organs [55],[56]. Importantly, the decline in thorax mass is greater in reproducing than in non-reproducing females [52], indicating that females use resources in the thorax for reproduction. This process is coordinated by hormonal regulation via ecdysteroids produced in the reproductive organs and, in larvae, the prothoracic glands [57]. Apart from differences in hexamerin genes, the angiotensin-converting enzyme (*Ace*), which regulates oviposition in Lepidoptera, has higher rate of expression in new than old local populations [44] and in fragmented than continuous landscapes (in the present study, FDR = 0.0001). These results are consistent with faster egg maturation in females in new than old local populations [44].

### Flight-induced expression changes and expression difference between the landscape types

Butterflies from fragmented landscapes have higher flight metabolic rate than butterflies originating from continuous landscapes (Fig. 1b,c), consistent with models [13],[18] predicting selection for high dispersal capacity in highly fragmented landscapes in the Glanville fritillary. Within fragmented landscapes, frequent re-colonizations select for high flight metabolic rate [58] and dispersal rate [17]. Flight is necessary for dispersal and re-colonization but flapping flight, such as butterfly flight, is an energetically expensive form of locomotion [59]. In flying insects, flight metabolic rate may exceed resting metabolic rate by two orders of magnitude, and flight muscle accounts for most of the whole-body oxygen consumption [60]–[62].

Most Glanville fritillary butterflies become exhausted within less than 15 mins of active flight (for examples of continuous records of CO_2_ output see [44],[63]). Butterflies may run out of fuel, but equally or even more likely they run out of oxygen, as hypoxia signaling has been reported to be activated during flight [64]. In the Glanville fritillary, allelic variation in the gene encoding for the enzyme succinate hydrogenase D (*sdhd*) has been associated with enzyme activity, flight metabolic rate and tracheal volume [64]. Significantly, butterflies with smaller tracheal volume exhibited higher hypoxia signaling following active flight [64]. Examining expression changes following active flight, Kvist et al. (in prep.) observed changes in the expression of the hypoxia-inducible factor 1-alpha (*Hif-1a*), a transcriptional activator that senses intracellular oxygen levels [65], as well as significant enrichment for hypoxia responsive genes and down-regulation of glycolysis and TCA. 

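The mean log2 normalized count of Hif-1a (MCINX007807) was 2.54 ± 0.95 in ÅL, 2.92 ± 0.70 in UP, 3.31 ± 0.71 in SA and 3.48 ± 0.98 in ÖL (SD, n = 15). The log2 fold change was -0.71 (standard error 0.24, edgeR FDR = 0.0229), and the gene also passed the permutation test (FDR = 0.041). It kept its direction in every alternative tried, with log2 fold changes from -0.97 to -0.27. It did not pass the threshold in the individuals outside the balanced set, where the value was -0.27, in either sex of the set alone, or without ÅL, SA or ÖL.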

In the present study, the expression of *Hif-1a* was lower in populations in fragmented than continuous landscapes, which suggests that populations in fragmented landscapes are less sensitive to changes in oxygen level, allowing for higher peak metabolic performance during flight before the hypoxia response sets in. In *Drosophila*, an experimental evolution study selecting for hypoxia tolerance found an enrichment of genes in *Notch* signaling, and subsequent genetic testing using RNAi demonstrated that these genes indeed affect hypoxia tolerance [66]. 

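Nicastrin (MCINX013215) had a log2 fold change of 0.26 in the balanced set (standard error 0.16, edgeR FDR = 0.229). Its mean log2 normalized count was 4.86 ± 0.54 in ÅL, 5.17 ± 0.37 in UP, 4.83 ± 0.75 in SA and 4.49 ± 0.71 in ÖL (SD, n = 15). With all 174 individuals it passed, with 0.30, and in the males of the balanced set its log2 fold change was -0.00.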

In our study, genes in the *Notch* signaling pathway showed differences between the landscape types, and one gene (*Nicastrin*) exhibited significant association between allelic variation and expression (Table S7), possibly indicating selection.

Comparing the different landscape types, we found that the 39 genes that were significantly up-regulated following an experimental flight treatment tended to have higher expression in fragmented than continuous landscapes (Fig. 6). This result suggests that a set of genes that respond to active flight have higher basal expression in fragmented landscapes, in which butterflies fly more and have higher flight metabolic rate (Fig. 1b,c) than in landscapes with continuous habitat. One of the GO categories represented among the 39 genes is related to cellular response to misfolded and unfolded protein, including the heat shock cognate protein 70 (*hsc70*). This gene is activated in hypoxia [67] and in larval diapause [68], and it is involved in the recruitment of unfolded proteins for degradation [69]. 

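Hsc70 (MCINX016461) had a log2 fold change between landscape types of 0.54 in females (standard error 0.16, edgeR FDR = 0.00735) and 0.98 in males (0.14, FDR = 1.38e-07). In the balanced set it was 1.05 (0.20, FDR = 0.000103), with mean log2 normalized counts of 7.17 ± 1.01 in ÅL, 6.68 ± 0.83 in UP, 6.15 ± 0.63 in SA and 6.10 ± 0.49 in ÖL (SD, n = 15).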

*Hif-1a* has been reported to interact with *hsc70*, a member of a chaperone-mediated autophagy complex [67]. 

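The gene for the Tudor staphylococcal nuclease (MCINX014318) had a log2 fold change between landscape types of 0.18 in females (standard error 0.11, edgeR FDR = 0.255), 0.27 in males (0.11, FDR = 0.0678) and 0.37 in the balanced set (0.15, FDR = 0.0595). Its mean log2 normalized count was 6.06 ± 0.61 in ÅL, 5.71 ± 0.57 in UP, 5.61 ± 0.51 in SA and 5.61 ± 0.46 in ÖL (SD, n = 15).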

Another gene among the 39 genes is *Tudor-SN staphylococcal nuclease*, which is a stress granule protein-coding gene activated by oxygen, osmotic and temperature stress [70]. These results suggest that active flight causes molecular damage due to changes in cellular processes and leads to a stressful condition. Recovering from the damage is a slow process, and it is hence not unexpected that the signal of repair would be detected as high base-line expression of the relevant genes in fragmented populations consisting of frequently flying butterflies.

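The sum of the normalized counts of the 8 AMP genes had a median of 43.0 in 23 ÅL females, 31.7 in 11 UP females, 21.5 in 28 SA females and 30.9 in 15 ÖL females. In males the median was 71.3 in ÅL (n = 26), 49.5 in UP (n = 9), 20.1 in SA (n = 35) and 40.9 in ÖL (n = 27). A single female held 56.0% of the ÅL sum over females, and a single male 57.0% of that over males. In UP, the highest individual held 67.0% of the sum in females and 68.8% in males. Without the ÅL population, the median log2 fold change of the AMP genes was -0.21 in females (fry, P = 0.718), with 3 genes higher and 5 lower in UP, and 0.68 in males (P = 0.111), with 6 higher and 2 lower. Without the UP population it was 4.55 in females and 3.77 in males. The paper attributes the high expression of AMP genes in fragmented landscapes to flight-induced stress.

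**Figure D2:**
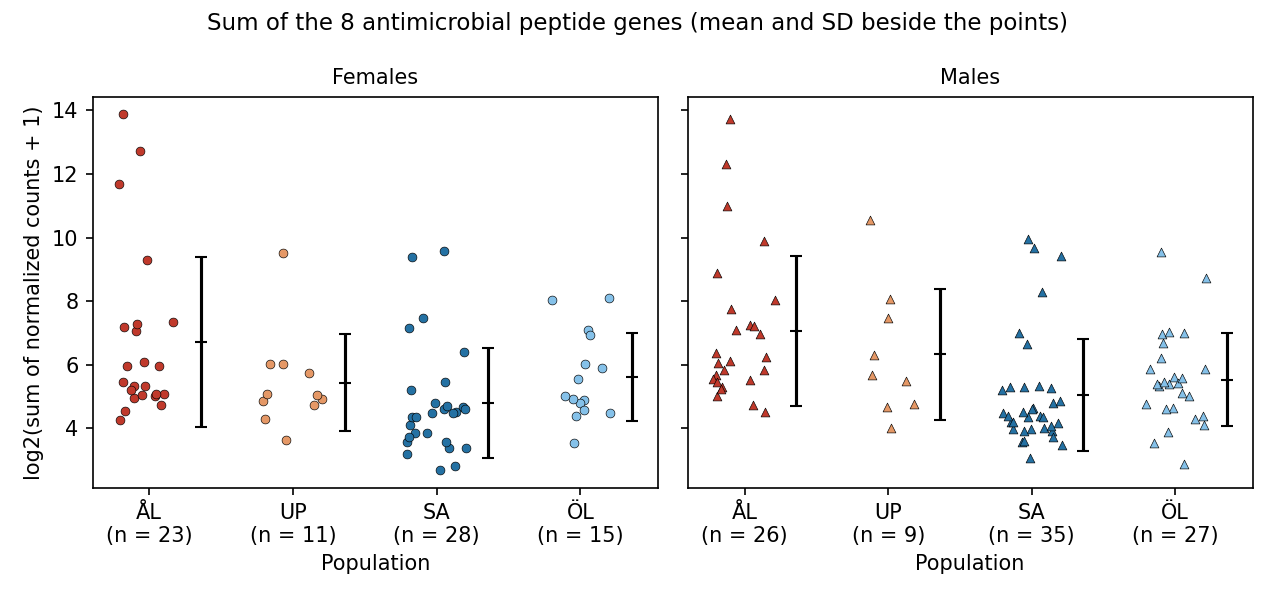
Sum of the normalized counts of the 8 AMP genes in each individual, as log2(sum + 1), by population in females and in males, with the mean and SD beside the points. Medians of the sum lie between 21.5 and 43.0 in females and between 20.1 and 71.3 in males.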

The single most distinct group of genes that were highly expressed at 20 hrs after the flight treatment and which were significantly more expressed in fragmented than continuous landscapes were antimicrobial peptide (AMP) genes. The expression of AMPs is regulated by *Toll* [71] and *NF-K*b [72] signalling pathways as well as by ecdysteroids [73],[74], which may lead to a connection between hexamerin and AMP expression (above). Given the up-regulation of AMP genes following active flight, and the finding that active flight enhances a general immune response (encapsulation rate) in the Glanville fritillary [75], we attribute the high expression of AMP genes in fragmented landscapes to flight-induced stress in frequently-flying butterflies. In *Drosophila*, the expression of AMPs has been linked to oxygen stress in hypoxia [76]. In low-oxygen selection lines, tolerant flies up-regulated genes in signal transduction pathways, e.g. *Notch* and *Toll/Imd* pathways [76], while experimental overexpression of one antimicrobial peptide (*Diptericin*) in a hyperoxic environment [77] caused altered gene expression in many of the same genes and functional categories that we observed to be differentially expressed between fragmented and continuous populations.

## Conclusion

Theoretical studies predict [13],[18] and empirical studies confirm [12],[17],[78] that butterflies in highly fragmented landscapes are especially dispersive, have high post-diapause larval growth rate (Fig. 1d,e; [19]) and have high rate of egg maturation and reproduction [44],[79]. Populations in fragmented landscapes thus have a “fast” life history, which is consistent with high expression of hexamerin genes and *Ace* in new populations and in fragmented landscapes. High flight metabolic rate allows high dispersal rate [58], but it may potentially involve the cost of hypoxia. We found that butterflies from new populations and from fragmented landscapes exhibit low expression of *Hif-1a* and high expression of AMP genes, which enhance their tolerance of hypoxia and thereby facilitate flight activity. We conclude that significant differences in gene expression between butterflies from different landscape types, measured under common garden conditions, highlight genetic adaptation to living in fragmented landscapes, where natural selection favors a fast life history.

## Supporting Information

Figure S1 **BAPS analysis of population clustering.** Top row shows the result of the primary analysis in which 174 individuals were divided into two groups, SA *versus* the three other populations. When SA was not included and the number of clusters was forced to be three (bottom row), ÖL formed one cluster and ÅL together with UP formed another cluster. One individual of ÖL (red) was assigned to a third cluster and two individuals, one from ÖL and another one from UP, appeared to have switched labels. These three outliers were removed from further analyses.
(TIF) Click here for additional data file.

Figure S2 **The amount of RNA-seq data per individual.** Individuals are on the horizontal axis and the number of reads on the vertical axis. White, gray and color indicate the numbers of raw, trimmed and mapped reads, respectively. Yellow, green, blue and red denote the populations ÅL, ÖL, SA and UP, respectively.
(TIF) Click here for additional data file.

Figure S3 **Within-population genetic diversity (see Materials and Methods).** The panel on the left shows the percentage of polymorphic SNPs out of 103,606 SNPs, the panel on the right shows the percentage of non-shared SNPs.
(TIF) Click here for additional data file.

Figure S4 **Distribution of normalized read counts for 16,667 genes.** The read count for each gene is the average for 15 individuals from ÅL.
(TIF) Click here for additional data file.

Table S1 **Sample size for the four populations shown in** **Fig. 1a** **.** The three outliers detected by the BAPS analysis (Fig. S3) are included in this table.
(DOCX) Click here for additional data file.

Table S2 **Distribution of the number of RNA-seq reads among 174 individuals.** Column ‘rawCount’ gives the number of original reads, ‘trimCount’ the number of reads after trimming, and ‘mapCount’ the number reads mapped on genomic scaffolds. ‘map%’ was calculated relative to trimmed reads. Column ‘inGenes’ gives the number of reads mapped within annotated gene models, and ‘inGenes%’ was calculated relative to the number of mapped reads.
(DOCX) Click here for additional data file.

Table S3 **The significantly enriched GO and KEGG enrichment categories based on Fisher's exact test.**
(XLSX) Click here for additional data file.

Table S4 **The 1,841 genes differentially expressed between populations from fragmented landscapes vs. continuous landscapes.**
(XLSX) Click here for additional data file.

Table S5 **Genes in Wnt, Notch and hedgehog signaling pathways.**
(XLSX) Click here for additional data file.

Table S6 **The 233 genes in** **Fig. 4** **.**
(XLSX) Click here for additional data file.

Table S7 **The 70 SNPs in 60 genes that showed significant genotype-expression association.**
(XLSX) Click here for additional data file.

Table S8 **The 39 genes in** **Fig. 6** **.**
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis Reveals Signature of Adaptation to Landscape Fragmentation
**Source:** PLoS One. 2014 Jul 2;9(7):e101467. doi: 10.1371/journal.pone.0101467
**Supplement:** Table S1 — Sample size for the four populations shown in Fig. 1a . The three outliers detected by the BAPS analysis (Fig. S3) are included in this table.

**Table S1. Sample size for the four populations shown in Fig. 1a.** The three outliers detected by the BAPS analysis (Fig. S1) are included in this table.

|  | females | males |
| --- | --- | --- |
| ÅL | 23 | 26 |
| ÖL | 15 | 27 |
| SA | 28 | 35 |
| UP | 11 | 9 |

# Supplementary material for: Transcriptome Analysis Reveals Signature of Adaptation to Landscape Fragmentation
**Source:** PLoS One. 2014 Jul 2;9(7):e101467. doi: 10.1371/journal.pone.0101467
**Supplement:** Table S2 — Distribution of the number of RNA-seq reads among 174 individuals. Column ‘rawCount’ gives the number of original reads, ‘trimCount’ the number of reads after trimming, and ‘mapCount’ the number reads mapped on genomic scaffolds. ‘map%’ was calculated relative to trimmed reads. Column ‘inGenes’ gives the number of reads mapped within annotated gene models, and ‘inGenes%’ was calculated relative to the number of mapped reads.

**Table S2.** **Distribution of the number of RNA-seq reads among 174 individuals.** Column ‘rawCount’ gives the number of original reads, ‘trimCount’ the number of reads after trimming, and ‘mapCount’ the number reads mapped on genomic scaffolds. ‘map%’ was calculated relative to trimmed reads. Column ‘inGenes’ gives the number of reads mapped within annotated gene models, and ‘inGenes%’ was calculated relative to the number of mapped reads.

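The sum of the deposited raw counts over the gene models of an individual is the quantity of the column inGenes. Over the 174 individuals its lower quartile was 1514589, its upper quartile 3997826 and its mean 2906692. Reads that mapped to scaffolds outside the gene models are not in the deposited counts.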

|  | rawCount | trimCount | trim% | mapCount | map% | inGenes | inGenes% |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Min | 2774623 | 2071001 | 54.0 | 764302 | 32.0 | 442717 | 55.0 |
| 1stQu | 7388552 | 5468520 | 74.0 | 2588146 | 41.0 | 1514589 | 58.3 |
| Median | 12335934 | 9113574 | 77.0 | 4333682 | 45.0 | 2677838 | 60.0 |
| Mean | 13695253 | 10512133 | 76.4 | 4848724 | 46.1 | 2906692 | 59.8 |
| 3rdQu | 19931109 | 14869942 | 80.0 | 6550289 | 49.0 | 3997826 | 61.0 |
| Max | 34102489 | 26081050 | 86.0 | 12686182 | 71.0 | 7742394 | 67.0 |

How the deposited data were processed for this re-analysis (not part of the article)

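RNA from the thorax of 174 butterflies was sequenced by the authors, with 1 library per individual, from ÅL and UP (fragmented landscapes) and SA and ÖL (continuous landscapes). The authors trimmed the reads, mapped them with TopHat2 to the genomic scaffolds of the Glanville fritillary and counted reads within 16667 gene models. The deposited raw counts of each individual are whole numbers without normalization. The normalized counts are signal values that the authors made before deposit by scaling the raw counts of each individual with its library size and TMM factor, so that each individual's values are a constant multiple of its raw counts.

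Population and sex were taken from the labels of the individuals. Total counts per individual, which ranged from 442717 to 7742394, were used as depth. The 15 individuals with the largest total in each population formed the balanced set of 60. The mean log2 normalized counts of this set differed from those in the part of Table S4 that could be read (1565 of 1841 genes) by a median of 0.09 to 0.10. A sampling error of counts cannot replace the spread between individuals, which the tests of single genes here use. The correlations across genes, Fisher's exact tests of pathways, binomial probabilities and Wilson intervals take genes as units and do not use it. No pair of individuals within a population differed by as little as the sampling noise of counts, with a smallest chi-square per degree of freedom of 8.7 among 4180 pairs.

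Counts were analysed in R 4.3.3 with edgeR 4.0.16, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The main test was edgeR's quasi-likelihood F-test after TMM normalization and filterByExpr (minimum count 10), with 1 mean per population and FDR<0.05 by the Benjamini-Hochberg method. The criteria of the study were applied as the likelihood ratio test with gene-wise dispersion on all gene models together with a permutation test of 100000 permutations on log2(normalized count + 1), with the required ordering of means. The details of the paper's permutation statistic are not given in its text, and the difference of the landscape means was used. Sex, females, males and UP against the continuous populations were tested in the same way. Set tests were fry and camera of limma 3.58.1. Mixtures were fitted with mclust 6.1.1 with up to 5 components. Population distances used 1000 bootstrap resamples. Correlations across genes used Pearson's r and Spearman's rho with permutations of the genes. Confidence intervals are Wilson intervals at 95%.

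The alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, the likelihood ratio test, no filter, at least 10 counts in every individual, sex or log2 total count as a covariate, counts thinned to a total of 3037485, all 174 individuals, the individuals outside the balanced set, each sex, each population left out and FDR<0.01. The log2 TMM factor or the share of the 10 most abundant genes as a covariate, the omission of single individuals, the omission of 3 individuals with sex genes like the other sex and males on the axis of Fig. 4 were added after seeing the data. Genes named in the text are every gene the paper names by its identifier, the 39 genes of Table S8, wingless, hedgehog and patched of Table S5, and the 3 genes with the largest ordered log2 fold change in each direction among genes past the threshold with an average logCPM above 1. The rule was fixed before the data were examined. Genes of the ecdysteroid, troponin and cuticle groups were read from Table S4 by their names and chosen after their values were seen, as were the interaction genes of Table S8 that are named.

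The steps were tested on simulated counts. Of 200 genes changed between landscape types, the quasi-likelihood test recovered 186 and called 2 unchanged genes of 8538 tested, the likelihood ratio test 189 and 11, DESeq2 190 and 12, and limma-voom 183 and 3. For sex in ÅL, 155 of 186 changed genes were recovered, with 5 false calls, and for the interaction of landscape and sex 199 of 200, with 20 false calls, or 9.1% of all calls, more than the FDR threshold of 0.05 allows. The permutation test recovered 188 of 200 genes with 7 false calls among 2000, and the partition model chose the simulated partition in 20 of 20 draws.

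Genotypes, larval development, metabolic rates and the counts of the flight experiment were not used here. The expression changes after flight were taken from Table S8. The enrichment of GO and KEGG categories was not analysed here, since the annotations of the gene models are not part of the counts. Which ÅL females came from new or old local populations and which 3 individuals the paper removed as outliers could not be assigned to individuals. These 3 outliers were therefore not removed here.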

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

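The expectations for the tests of explanations in this part were written down after the values had been seen. The alternative settings had been set before the data were examined, except where they are said to have been added later.

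In groups of 4 to 10 individuals, 41 groups were tested for an individual far from the others, and 15 had one, where chance gives about 1 in 20. Most of these groups hold counts near zero, where a single read-bearing individual stands apart, so the number of such groups is not evidence of a common cause. Among the 8 UP females of the balanced set, the gap between UP09004155 and the nearest female, divided by the range, was 0.686 for the hexamerin gene MCINX010010, 0.854 for MCINX015566, 0.85 for MCINX015567 and 0.844 for MCINX015572. This female had a log2 normalized count of 10.01 for MCINX010010, where the median of the other 7 was 0.97. These tests were added after these values were seen. Without this female and without ÅL, the highest log2 fold change of the 4 genes between UP and the continuous populations was 0.58, and 0 of the 4 passed, with 0 at an unadjusted P under 0.05, so the higher hexamerin expression in UP may rest on this individual. Without the UP population and the ÅL female AL0905110081, the lowest of the 4 log2 fold changes was 2.94, which argues against a single individual as the cause in ÅL. With sex as a covariate, the lowest was 2.77, which argues against the sex ratio of the populations. Whether UP09004155 differed in physiology, age or handling was not tested, and a biological explanation of its expression stays open.

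Other groups with a distant individual lie near the floor of detection. The ratio of gap to range was 1 for MCINX015566 and 0.738 for MCINX015572 in 7 UP males, 0.529, 0.644 and 0.582 for MCINX010010, MCINX015567 and MCINX015572 in 8 SA females, 0.756 for MCINX015567 in 7 SA males, 0.86 for MCINX015567 in 4 ÖL females and 0.576 for MCINX015572 in 8 ÅL males. In the 3 SA female groups the distant individual was the same, SA09003119, with log2 normalized counts of 2.78, 2.42 and 1.12. No explanation was tested for these groups.

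Among the 9 UP males, the ratio was 0.538 for Defensin-1 (MCINX014016) and 0.709 for Chitinase-like 3 (MCINX013513), and the distant individual was UP09004156 in both, with log2 normalized counts of 10.38 and 10.44, where the medians of the others were 3.21 and 1.05. For hsc70 (MCINX016461) it was 0.567, with UP09003127 at 8.61 and the others between 5.65 and 6.93. These values were seen in 13 genes of that group, and no explanation was tested. An immune response in UP09004156 stays open as an untested biological explanation.

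The landscape effect differed between males and females at FDR<0.05 in 32 of 8977 genes, 20 of them with a larger log2 fold change in males and 12 with a smaller one. When the sexes were drawn anew within populations, 7 of 25 assignments, the real one included, gave as many genes, so chance may account for this number. In the balanced set no gene passed, a count of 0, with 704 genes at an unadjusted P under 0.05. Of the 39 genes of Table S8, 2 passed: Alpha esterase 10 (MCINX001574), with a difference of 1.47 (standard error 0.36, FDR = 0.0332), and a 27 kDa hemolymph protein (MCINX014618), with 1.78 (0.44, FDR = 0.034). A difference in the response of the sexes stays open for them.

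The paper analysed the differences between landscape types in the balanced set. In the individuals outside it, 1051 of 8079 genes differed between landscape types at FDR<0.05, 612 higher and 439 lower in fragmented landscapes. These individuals have lower depth, with a median total count of 1735265, and include 5 from UP. In a 2-group model of these individuals, none of 24 random divisions gave as many genes as the real one, which is 1 of 25. Of the genes past the threshold in the balanced set and tested here, 91.4% had the same direction, which argues against sampling noise in the 60 individuals as the source of those genes. It does not separate landscape type from other differences among the 4 populations, which both sets share.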

How the results depend on the processing

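No paired analysis was possible because each library comes from another individual and the labels pair no individuals. The alternatives were set before the data were examined, except the log2 TMM factor and the share of the 10 most abundant genes as covariates, the omission of single individuals or of 3 with sex genes like the other sex, and males on the axis of Fig. 4, which were chosen after seeing the data. The cause of a change was not tested unless it is given.

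Between landscape types, 2112 genes differed in the balanced set. The number was 3190 with all 174 individuals and 1051 in the individuals outside the balanced set. With fewer individuals, it was 561 and 1020 in the females and males of the balanced set. With fewer genes, those with at least 10 counts in every individual, it was 1043 of 3430. It was 1234 without ÅL and 614 without SA, for which the cause was not tested beyond the smaller number of individuals, and 1182 at FDR<0.01. In the other alternatives it lay between 1633 and 2622. By the study's criteria, 1437 genes differed, 893 when only permutations that meet the ordering were counted, 2251 with all 174 individuals and 651 at FDR<0.01. ÅL and ÖL against UP and SA gave 2416 genes with all 174 individuals and, as covariates, 391 with the TMM factor and 674 with the share of the 10 most abundant genes, against 1357. The sex genes of ÅL numbered 549, and 2187 with all 174 individuals and 843 without the filter. In other fits of the females and males of the balanced set, 9470 and 8037 genes were tested, against 9469 and 8032 above. The landscape difference then gave 560 genes in these females and 1013 in these males, against 1978 and 1794 in all females and males. For UP against the continuous populations in females the number was 506, against 1086 in all females. Without the 3 individuals with sex genes like the other sex these were 2006, 1709 and 1107. The interaction of landscape and sex gave 32 genes and, in the balanced set, 0, with 704 at an unadjusted P under 0.05.

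Of the 4 hexamerin genes, all passed, and 0 without ÅL and the UP female UP09004155, with 2 of the log2 fold changes below zero, -0.02 for MCINX015566 and -0.68 for MCINX015567. The share of pathway genes past the threshold, against that of other genes, changed its side with all 174 individuals for Notch (9 genes) and hedgehog (23 genes), and neither difference passed Fisher's exact test. For Wnt it was 26.5% against 39.4% there (P = 0.0336, adjusted 0.101). UP and ÖL were closest in 957 of 1000 resamples, in 633 with all 174 individuals and in 878 with Spearman correlation. The gap between the first 2 partitions was 11454, and 824 with the balanced set and -3403 with the genes that pass the filter. In ÅL, 1110 genes had more than 1 component, and 701 of the fewer genes with a mean above 3.

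The correlation of Fig. 6 in females, 0.58, was 0.27 without the immune response genes, 0.19 with differences of mean log2 counts and 0.30 with the TMM factor as a covariate, and did not pass in these, while rho passed in each, at 0.50, 0.44 and 0.40. In males, 0.69 became 0.20 without the immune response genes and 0.30 without ÅL. The AMP genes in females had a median of 2.24, and did not pass with 3.29 in the balanced set, 2.64 without SA, 1.02 with the TMM factor or 2.24 under camera's estimated correlation, and were reversed at -0.21 without ÅL. In males the median was 2.05, and 0.68 without ÅL, 2.20 without SA and 2.05 under the estimated correlation did not pass.

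Among single genes, Chitinase-like 3 (MCINX013513) reversed to -0.06 with DESeq2, -0.51 with limma-voom, -0.88 outside the balanced set and -0.33 with the TMM factor, and in females without UP to -1.42, while in females without ÅL it passed at 3.86. Tenectin (MCINX005469) reversed to -0.02 outside the balanced set and -0.23 in its males, the serpin MCINX001061 to -0.28 outside the balanced set, Nicastrin (MCINX013215) to -0.00 in the males, and Socs2 (MCINX002283) in all males to -0.25 without UP and -0.08 without SA. Among the AMP genes alone, the r of Fig. 6 reversed without the 2 farthest genes, from 0.61 to -0.02 in females and from 0.10 to -0.43 in males. Of the other values for single genes and for the AMP genes alone, 29 were weaker and 12 stronger, and 286 kept their direction and side. The median log2 fold change of all genes stayed between -0.01 and 0.03 across TMM, RLE, DESeq2, limma-voom and thinned counts. The depth outside the balanced set and the counts of wingless, patched and 3 of the 4 hexamerin genes, which fall under the filter, limit what can be said of low-expression genes.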

Differences from the paper's values

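In ÅL, 3 mixture components were chosen for 75 genes, against the paper's 48. Among the alternatives set before the data were examined, the restriction to the 4501 genes with a mean log2 normalized count above 3, in place of 8360, gave 48. This count comes from fewer genes and is not comparable with the paper's, and 3800 and 648 genes then had 1 and 2 components, against the paper's 6929 and 1383. The balanced set gave 79. More than 3 components were chosen for 7 genes, against the paper's 0, and among genes with a mean above 3 and in the balanced set for 5 and 11. Neither closed the gap.

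The components differed between the sexes in 12 of the sex genes in ÅL, against the paper's 68. Without the filter on low counts, the number was 13, and no alternative closed the gap.

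The binomial probability of 4 or more hexamerin genes among 7 was 0.00156 with the share of genes past both criteria here, 0.086, against the paper's 0.0039 with a share of 0.11. Of the 4 genes, 3 passed both criteria, for which the probability was 0.0172, and all 4 passed the likelihood ratio test, for which it was 0.0143. With the paper's share of 1841 genes in 16667 gene models, it was 0.00395.

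In females, 6 of 13 log2 fold changes that Table S8 gives for the genes named in the text lay within the standard error of those found here, and 7 did not. All 13 had the same sign. For Def5 (MCINX000474) the value was 2.01 against the paper's 3.47, for Lebocin 4 (MCINX011164) 1.78 against the paper's 4.29, for Gloverin 1 (MCINX009396) 2.59 against the paper's 5.1, for Cecropin 3 (MCINX012359) 1.16 against the paper's 2.98, for Cecropin 4 and 5 (MCINX012360) 2.61 against the paper's 4.82, for MCINX002387 2.03 against the paper's 3.92 and for Moricin 2 (MCINX014649) 2.77 against the paper's 4.24. Of the alternatives set before the data were examined, the females of the balanced set closed the gap for 5 of the 7 genes (3.08 for Def5, 4.39 for Gloverin 1, 2.61 for Cecropin 3, 4.12 for MCINX002387 and 3.75 for Moricin 2) and leaving out UP for 5 (4.71 for Lebocin 4, 5.36 for Gloverin 1, 3.28 for Cecropin 3, 4.94 for Cecropin 4 and 5, and 4.38 for MCINX002387). Leaving out SA closed it for 2 of the 7, Def5 (2.68) and Moricin 2 (4.29), and leaving out ÅL or ÖL closed it for none.

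In males, 8 of the 13 values lay within the standard error and 5 did not. For Def5 (MCINX000474) the value was 1.86 against the paper's 2.97, for Gloverin 1 (MCINX009396) 1.94 against the paper's 2.61, for Cecropin 3 (MCINX012359) 2.22 against the paper's 2.83, for Cecropin 4 and 5 (MCINX012360) 1.87 against the paper's 3.27 and for MCINX002387 2.77 against the paper's 3.9. Leaving out ÖL closed the gap for 3 of the 5, Gloverin 1 (2.72), Cecropin 3 (2.78) and MCINX002387 (3.26). The males of the balanced set and leaving out ÅL, UP or SA closed it for none.

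The paper describes the hedgehog pathway as lower in fragmented landscapes from its receptor patched onward. Here, patched (MCINX007513) had a log2 fold change of 0.79 (standard error 0.41, FDR = 0.193), without passing the threshold. Patched-related (MCINX011439), which the paper places in this pathway and Table S5 does not list, was lower in fragmented landscapes, at -1.34 (standard error 0.44, FDR = 0.019), and passed both criteria. The paper describes Socs2, Chitinase-like 3 and Tenectin as higher in fragmented landscapes. In the balanced set their log2 fold changes were 0.29, 1.68 and 0.56, and the FDR was 0.141, 0.22 and 0.0821. Tenectin passed in all females, and Socs2 passed in the balanced set with sex as a covariate and without ÅL or ÖL. Tenectin also passed without UP and, in a test added after seeing the data, with the log2 TMM factor as a covariate. Nicastrin did not pass in the balanced set and passed with limma-voom, with all 174 individuals and in the individuals outside the balanced set.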

Other observations

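The expectations for the tests in this part were written down after the values had been seen, except for the share of the 10 most abundant genes, and the TMM factor and this share as covariates, the comparison of males on the axis of Fig. 4, the score of sex and the omission of individuals by it were chosen after seeing the data.

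In a 2-group model of the balanced set, the division by landscape type gave 1797 genes, and 1 of 50 divisions, the real one included, gave as many. The largest number in 49 random divisions was 37. The other pairings of populations gave 1401 and 1038 genes in the same model, each also 1 of 50. Among 25 divisions, only the real one gave as many genes for the landscape types in females (2362), for the landscape types in males (2321), for sex in ÅL (549) and for UP against the continuous populations in females (1232).

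The landscape contrast had the most genes of the 3 pairings, 1.26 times as many as the next. Between ÅL and ÖL 1776 genes differed, more than the 1396 between SA and ÖL, which argues against the divergence of SA alone as the whole cause. Between UP and SA 1898 genes differed, more than the 1398 between ÅL and UP, which argues against the divergence of ÅL alone. The divergence of both together stays open. With counts thinned to the smallest total of the 60 individuals, the landscape contrast held 1862 genes against 1436 and 1123 in the other pairings, 1.30 times as many as the next, which argues against library size as the whole cause. With the log2 TMM factor as a covariate, it held 1633 genes against 1492 and 391, 1.09 times as many as the next. The TMM factor follows the share of counts in the 10 most abundant genes only loosely (Spearman's rho = -0.50, n = 60, P = 4.9e-05). With this share itself as a covariate, the landscape contrast held 1784 genes against 1589 and 674, 1.12 times as many as the next. The lead was smaller in both and its error is not known, so a contribution of a few abundant genes stays open. Differences among the 4 populations that are unrelated to landscape type cannot be told apart from an effect of landscape type, since only 2 populations represent each type and any of the 3 pairings has to be the largest.

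A candidate explanation for the correlation of Fig. 6 is that the 12 immune response genes carry it. Without them r was 0.20 in males and did not pass (permutation P = 0.309). In females r was 0.27 and did not pass either (permutation P = 0.177), but rho was 0.50 (permutation P = 0.00873), so the explanation stays open for females. A candidate explanation for the landscape difference of the AMP genes is the high expression in ÅL alone. Without ÅL the median log2 fold change was -0.21 in females (fry, P = 0.718) and 0.68 in males (P = 0.111), with genes on both sides of zero. Defensin-1 (MCINX014016) still passed FDR<0.05 in females, at 2.35, and Lebocin 4 (MCINX011164) and Moricin 2 (MCINX014649) in males, at 2.21 and 2.16. High expression in ÅL alone does not cover these genes, but they were not tested without the highest UP individuals. A single individual held 67.0% of the UP sum of the AMP genes in females and 68.8% in males. Moricin 2 was near the floor in males, with a mean log2 normalized count of 0.46 in UP. The data do not decide for the set in either sex.

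The relationship of Fig. 4 was also computed with UP against the continuous populations in males on the horizontal axis. Across the 233 genes r was 0.27 (permutation P = 1e-05, the smallest that the permutations can give), so the relationship did not depend on the landscape difference of females. The difference between new and old local populations was still that of females. Whether that response is found in females alone therefore cannot be decided. Genes are not independent replicates, and these genes had been selected by the study.

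A score of sex was computed for each individual from the 50 genes that differ most between the sexes in the other populations. The median was -0.74 in females and 0.74 in males. The males AL0900290221 and OL09004173 had -0.78 and -0.80, and the female SA09005218 had 0.76. Their total counts were at least 2413024, above the first quartile of 1514589 of all individuals, which argues against low depth. At least 40 of the 50 genes lay on the side of the other sex in each, so a sex or sample label that does not belong to the library may account for them. The male UP09003127 (-0.13, 30 of 50 genes on the other side) and the female AL0902420051 (0.19, 28 of 50) had weaker scores and were not set apart. The paper removed 3 individuals as outliers by genotype, 2 from ÖL and 1 from UP, so AL0900290221 and SA09005218 are not among them. For OL09004173 and UP09003127 it is not known. AL0900290221, OL09004173 and SA09005218 were retained in the counts for sex, for each sex and for the interaction. Without them, the landscape difference gave 2006 genes in females and 1709 in males, and the median of the AMP genes was 2.19 and 2.05. The comparison of the sexes and the interaction were not computed without them, since they were chosen by their sex genes.

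The paper proposes insufficient coverage as an explanation for genes with more than 1 mixture component. In ÅL, 10.6% of the genes with a mean log2 normalized count between 1 and 3 had more than 1 component, against 14.6% above 7, which argues against a low mean count as the whole cause.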
